# RNAseq Analysis of Brain Aging in Wild Specimens of Short-Lived Turquoise Killifish: Commonalities and Differences With Aging Under Laboratory Conditions

**DOI:** 10.1093/molbev/msac219

**Published:** 2022-11-01

**Authors:** Mariateresa Mazzetto, Cinzia Caterino, Marco Groth, Elisa Ferrari, Martin Reichard, Mario Baumgart, Alessandro Cellerino

**Keywords:** killifish, *Nothobranchius furzeri*, brain aging, RNAseq, gene expression

## Abstract

A vast body of studies is available that describe age-dependent gene expression in relation to aging in a number of different model species. These data were obtained from animals kept in conditions with reduced environmental challenges, abundant food, and deprivation of natural sensory stimulation.

Here, we compared wild- and captive aging in the short-lived turquoise killifish (*Nothobranchius furzeri*). These fish inhabit temporary ponds in the African savannah. When the ponds are flooded, eggs hatch synchronously, enabling a precise timing of their individual and population age. We collected the brains of wild fish of different ages and quantified the global age-dependent regulation of transcripts using RNAseq. A major difference between captive and wild populations is that wild populations had unlimited access to food and hence grew to larger sizes and reached asymptotic size more rapidly, enabling the analysis of age-dependent gene expression without the confounding effect of adult brain growth.

We found that the majority of differentially expressed genes show the same direction of regulation in wild and captive populations. However, a number of genes were regulated in opposite direction. Genes downregulated in the wild and upregulated in captivity were enriched for terms related to neuronal communication. Genes upregulated in the wild and downregulated in captive conditions were enriched in terms related to DNA replication.

Finally, the rate of age-dependent gene regulation was higher in wild animals, suggesting a phenomenon of accelerated aging.

## Introduction

Aging is characterized as an age-dependent decrease in organismal fitness that results in increased mortality risk. One important source of aging is the accumulation of molecular damage that progressively impairs cellular homeostasis. High-throughput expression profiling techniques such as RNAseq provide a global and unbiased assessment of molecular changes associated with biological phenomena and are widely applied in biomedical and ecological research. A vast body of studies is available that describes age-dependent gene expression in relation to aging in a number of different model species (Zahn et al. 2006; Aramillo Irizar et al. 2018; Schaum et al. 2020; Aging Atlas Consortium 2021). Yet, most data are derived from animals kept in highly controlled laboratory conditions with reduced environmental challenges and pathogen load and with a considerably modified diet compared with natural nutrition (Zak et al. 2022). Captive animals, on the other hand, may be deprived of natural sensory stimulation and opportunities for physical activities with negative consequences on brain development and functions (van Praag et al. 2000; Sale et al. 2014; Pedersen 2019) and—on the other hand—have a supply of energetically rich diet supporting faster growth. To what extent the differentially expressed genes and pathways identified under artificial laboratory conditions reflect aging processes under natural conditions remains unclear.

Gene expression profiles associated with aging in natural conditions are available for wolves (Charruau et al. 2016) and bats (Huang et al. 2019) but—to our knowledge—not for model organisms such as rodents or fruit flies. In the present paper, we set out to compare age-dependent gene expression during adult life in a vertebrate model species, the annual fish *Nothobranchius furzeri*. *Nothobranchius furzeri* is a small (6 cm) annual fish that inhabits temporary ponds in Southeastern Africa subject to the monsoonal seasonality. The duration of these habitats usually varies from 1 to 4 months after which all fish die. However, fish density strongly declines, and all fish often disappear, long before desiccation (Vrtilek, Zak, Polacik et al. 2018). The lifespan of wild-derived *N. furzeri* strains raised in captivity is limited to 7–8 months (Terzibasi et al. 2008). This species has become a new model organism since a compressed adult lifespan is associated with rapid physiological decay. A large number of typical vertebrate aging phenotypes at the neuro-muscular, histological, and cellular/molecular levels are described (for systematic reviews, see Cellerino et al. 2016; Platzer and Englert 2016; Hu and Brunet 2018; Poeschla and Valenzano 2020). Examples are reduced locomotor activity and impairment in learning paradigms (Valenzano et al. 2006), accumulation of the fluorescent age pigment lipofuscin (Terzibasi et al. 2008), apoptosis (Di Cicco et al. 2011), telomere erosion (Hartmann et al. 2009), and reduced mitochondrial function (Hartmann et al. 2011). RNAseq was applied to describe the global, age-dependent regulation of transcripts in different organs (Baumgart et al. 2014, 2016). The comparison of these datasets with similar datasets obtained in zebrafish, mouse, and humans revealed a consensus vertebrate transcriptional pattern that is conserved across species (Aramillo Irizar et al. 2018).

A large amount of information is available concerning *N. furzeri* ecology (reviewed in the study by Reichard and Polacik 2019), including detailed data on demographic parameters from wild populations. These studies demonstrated that the growth rate of *N. furzeri* in natural habitats is dependent on population density (Vrtilek et al. 2019) and is faster than in captivity, with animals in low-density habitats able to reach sexual maturity in 12 days (Vrtilek, Zak, Psenicka et al. 2018). *Nothobranchius furzeri* therefore represents an ideal species to compare age-dependent gene expression in captivity and in natural conditions.

For this study, we selected the population A41 (termed as Ch1 in [Vrtilek, Zak, Polacik et al. 2018]), which belongs to the Chefu phylogeographic lineage that comprises also the MZM-0410 captive strain (originally collected from a pond only 21 km apart) for which datasets of age-dependent genome-wide transcriptome regulation are available. In 2016, wild individuals of *N. furzeri* from population A41 were collected over the entire season, and their birth date was estimated from daily otolith increments (Vrtilek, Zak, Polacik et al. 2018). The collection of fish tissues from individuals of specified ages was completed in the field to be compared with captive animals of similar age points. An important characteristic of this wild population is that no growth was observed during the observation period (sample collection started at age of 39 days, when body size reached the asymptote; supplementary fig. S1, Supplementary Material online). Therefore, age-dependent expression was not confounded with growth-dependent expression. We focused on gene expression in the brain because cellular composition in the *N. furzeri* brain does not change during aging (Kelmer Sacramento et al. 2020) and the brain tissue is expected to respond strongly to environmental stimuli. Since studies of sex-dependent gene expression are lacking for *N. furzeri*, we also took the opportunity to compare age-dependent gene expression in male and female individuals.

## Results

### Effects of Age and Sex on Brain Gene Expression in the Wild

We sequenced RNA extracted from the brains of wild *N. furzeri* collected at 3 time points (39, 73, and 108 dph) from both sexes for a total of 22 samples. These ages are similar to the age of 35 and 94 dph that were previously studied in captive populations (Baumgart et al. 2014, 2016), so we can compare gene expression in animals of similar chronological age. In captive animals, these ages correspond to the life stages of young fish soon after sexual maturation and young adulthood. Due to the more rapid growth and sexual maturation in wild conditions, similar chronological ages do not imply similar “biological” ages or life stages. We computed differentially expressed genes (DEGs) in all the pairwise comparisons (73 vs. 39 dph, 108 vs. 73 dph, and 108 vs. 39 dph) for each sex separately, and we detected no major sex-related differences in the number of DEGs (fig. 1*A* and supplementary table S1, Supplementary Material online). We then computed putative aging biomarkers defined as upregulated genes with a monotonic trend for each sex independently. Markers detected in one sex had very similar expression profiles in the opposite sex (fig. 1*B* and supplementary table S2, Supplementary Material online), demonstrating that sex has little influence on the genome-wide regulation of transcripts by age in the brains of wild animals.

**Fig. 1.**
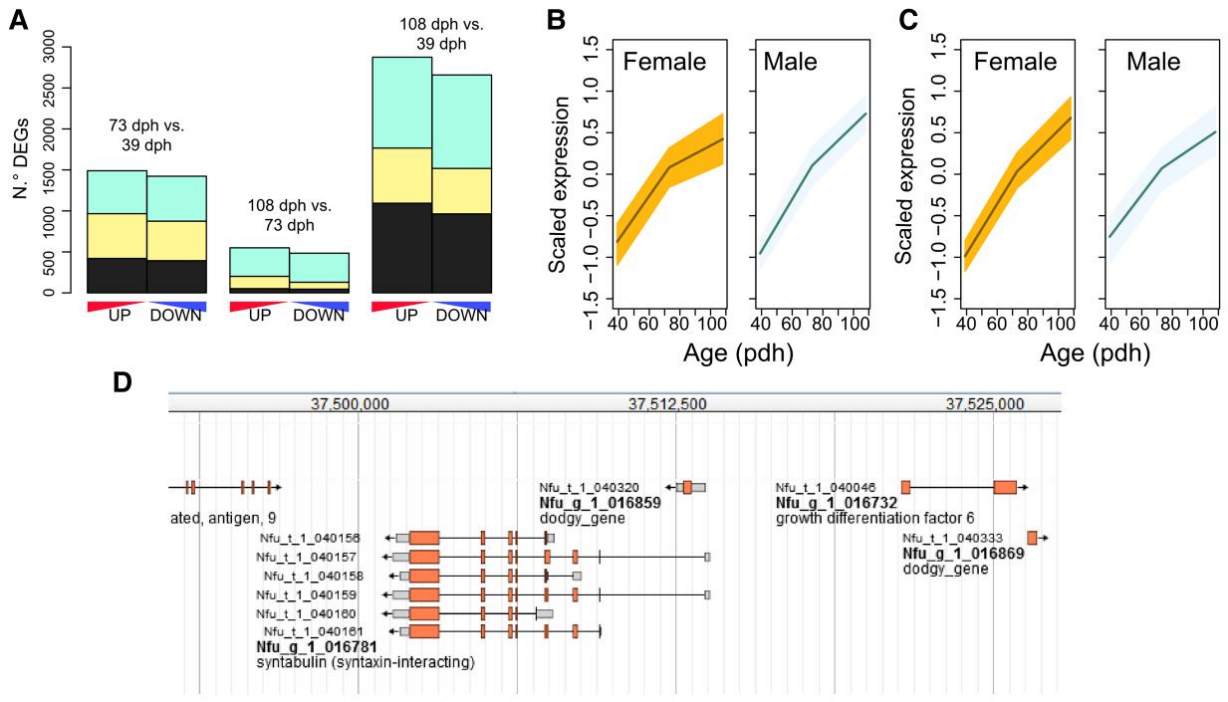
Sex differences in gene expression. (*A*) Number of DEGs for the different aging comparisons (73 vs. 39 dph, 108 vs. 73 dph and 108 vs. 39 dph) in female and male samples. The number of DEGs was computed after performing differential gene expression analysis with the DESeq2() package and filtering for *P*adj < 0.05. Pale gray represents DEGs detected in females only, purple DEGs detected in males only and dark gray DEGs detected in both sexes. (*B* and *C*) Transcriptional aging biomarkers in female (*B*) and male (*C*) brain samples. Genes with positive monotonic expression profile among the time points were computed with the Cuzick method for each sex, filtered for *P* < 1e−04 and z-normalized. Points represent means and shadowed areas intervals of confidence; normalized expression for the same genes are plotted in the other sex for comparison. (*D*) Visualization of the genomic neighborhood of the syntabullin (SYNTB) gene from *N. furzeri* Genome Browser NFINgb (https://nfingb.leibniz-fli.de/). Numbers on the top bar represent positions on the synteny group 5. SYNTB is one of the sex-dependent DEGs found in wild samples as is the nearest-neighbor of GDF6, the sex-determining locus in *N. furzeri* (Reichwald et al. 2015).

A generalized linear model, as implemented in DESeq2 (Love et al. 2014), was applied to separate the effects of sex and age on gene expression. Only 36 sex-dependent DEGs were detected (supplementary table S3, Supplementary Material online). Significantly regulated genes such as SYBU (syntabullin), which is the nearest-neighbor gene of GDF6 (growth differentiation factor 6), the sex-determining locus of *N. furzeri* (Reichwald et al. 2015) (fig. 1*C*), and Cytochrome P450 Family 19 Subfamily A Member 1, a gene that catalyzes the formation of aromatic C18 estrogens from C19 androgens (Corbin et al. 1988; Baravalle et al. 2017) are related to mechanisms of sex differentiation.

Two aging-related contrasts were performed in the wild animals: for each sex separately and combining male and female samples. We analyzed genes expressed in the brain that were detected as differentially expressed both during early- (73 vs. 39 dph) and late-adulthood (108 vs. 73 dph) and plotted the log_2_ (fold change) for the first contrast on the *X*-axis and the log_2_ (fold change) for the second contrast on the *Y*-axis. Genes DE in both comparisons showed a positive correlation in their fold-changes, and the data points were more concentrated in quadrants I and III (i.e., genes with either negative or positive monotonic trend, Fisher’s exact test: *P* < 2.2e−16) (fig. 2*A*, supplementary table S4, Supplementary Material online), indicating a progressive nature of age-dependent expression changes.

**Fig. 2.**
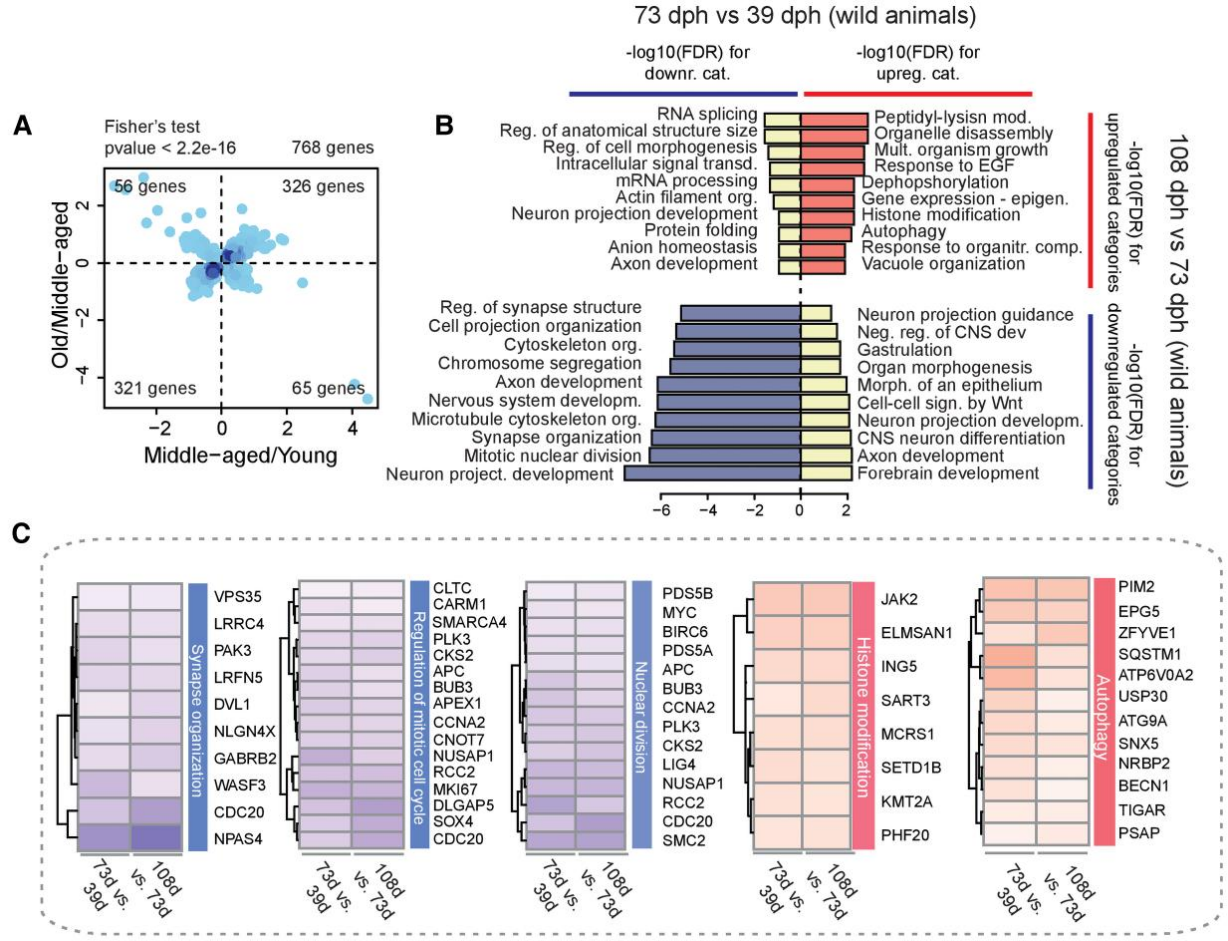
Aging-dependent pathways in wild populations. (*A*) Scatter plots of aging-dependent fold-changes in wild populations: 73 wph versus 39 dph comparison is shown on the *x*-axis and 108 versus 73 dph comparison on the *y*-axis. DEGs for both the comparisons are plotted after filtering for *P*adj < 0.05. The density of genes is coded by the intensity of the blue hues, and the number of genes in each quadrant is reported in the respective vertex. (*B*) GO biological process overrepresentation analysis of the genes contained in the four quadrants of (*A*). Length of the bars represents significance as −log_10_ of the FDR. (*C*) Heatmaps of (from left to right) synapse organization, regulation of mitotic cell cycle, nuclear division, histone modification, and autophagy; genes significantly affected for both the comparisons are displayed. Upregulated genes (with logFC > 0) are colored as red boxes while downregulated genes (with logFC < 0) are displayed as blue boxes.

In order to identify the biological processes that are most affected during aging of wild fish, we performed Gene Ontology (GO) overrepresentation analysis for the genes in the four quadrants of figure 2*A*. Results are reported in figure 2*B* and supplementary table S5, Supplementary Material online. Genes with monotonic downregulation showed an overrepresentation of categories related to cell cycle, mitotic nuclear division and synapse organization, and axonogenesis, indicating a progressive age-dependent decrease in mitotic activity (neurogenesis) and formation of neural connections (fig. 2*B* and *C*). Genes with monotonic upregulation showed overrepresentation of categories related to peptidyl lysine modifications, epigenetics, and autophagy (fig. 2*B* and *C*). Genes with a reversal in their regulation also showed overrepresentation of specific categories: genes initially downregulated for mRNA processing, RNA splicing, and protein folding, and genes initially upregulated for central nervous system (CNS) development (fig. 2*B*).

### Wild and Captive Animals Differ in the Age-Dependent Regulation of Genes Related to DNA Repair and Neural Functions

We set to detect the effects of captive versus wild condition on gene expression. 

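Whole brains of 4 wild and 4 captive male *N. furzeri* were compared by RNAseq in libraries sequenced together in 2019. The wild fish belonged to population A41 and were 39 days old. The captive fish were of the strain MZM-0410, and their age is 34 to 37 days or 5 weeks in the paper and 35 days in the sample labels. Wild brains were dissected next to the pond and kept in RNAlater before freezing, and captive brains were frozen at once on dry ice, so that storage differed between the groups together with origin. The authors made directional poly(A) libraries, mapped the reads with TopHat2 to the hard-masked *N. furzeri* genome and counted them per gene on the reverse strand with featureCounts. The counts were used here as they are, without pooling of replicates. Total counts per library ranged from 13923243 to 14541119 in wild fish (median 14229501) and from 11814586 to 14393377 in captive fish (median 12892460.5). Counts were scaled by TMM, and all levels are given as CPM on that scale. Genes with at least 1 count in every library were tested with the quasi-likelihood F-test of edgeR, with condition as the only term and p-values adjusted by the method of Benjamini and Hochberg over all genes tested. Every fold change is that of wild against captive fish, so that a positive value means higher expression in wild fish.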

We performed a second experiment where we compared four 34–37-day-old captive male fish and four 39-day-old wild male fish processed in parallel to eliminate batch effects linked to the RNAseq process, and we also compared the result of our first RNAseq experiment with a publicly available RNAseq dataset of age-dependent gene expression comprising five time points that partially overlap with those studied in the wild (Baumgart et al. 2016) (fig. 3*A* and supplementary table S6, Supplementary Material online).

**Fig. 3.**
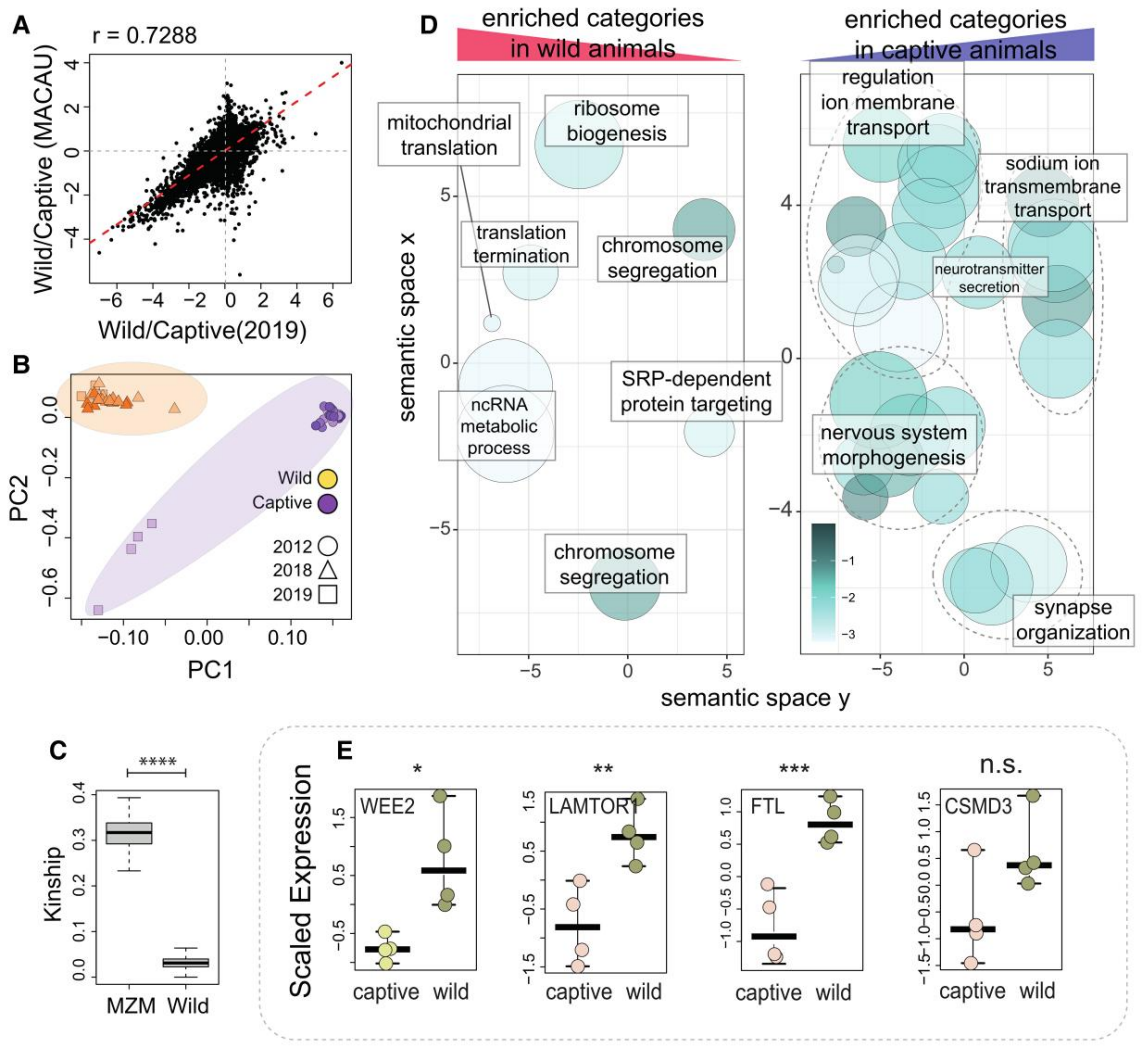
Comparison of strain-dependent gene expression between wild and captive populations. (*A*) Scatter plots of condition effect computed by MACAU on the complete dataset on the *X*-axis with the fold-changes detected by DESeq comparing one dataset of wild versus captive (MZM-0410) young samples (39 dph for wild samples, 5 wph for MZM-0410 samples, all sequenced in a single batch) on the *Y*-axis. Both correlation coefficients and the linear regression line are displayed. (*B*) PCA plot of genetic relatedness between the samples based on IBD. The shape of the points indicates the sequencing batch, and the color distinguishes captive and wild specimens. (*C*) Boxplots of pairwise kinship in the wild and captive samples (*D*) Gene enrichment results for condition-dependent transcripts (wild vs. captive). Enrichment analysis was performed by applying the gage package (Luo et al. 2009) to the results of each analysis corresponding to the two axis of (*A*) separately, and only categories significantly modulated in both RNAseq experiments were further clustered based on their semantic similarity using REVIGO (Supek et al. 2011). Significance of the single categories is displayed by color code; one single representative GO term was use to annotate clustered terms (light blue dashed lines). (*E*) Experimental validation of differential expression for selected genes: from left to right, WEE2, FTL, LAMTOR1, and CSMD3 are displayed as top DEGs between wild and captive populations. For the evaluation of their expression, RT-qPCR was performed using female and male samples at 39 dph for wild samples and 5 wph for MZM-0410 samples. Each point represents a replicate, and the middle segment represents the median of the distribution. *T*-test was used to assess statistical significance. *P*-values legend used in the figure: *<0.05, **<0.01, and ***<0.001.

Since the genetic structure of these populations is not known, we first computed identity by descent by analyzing SNPs in the RNA sequence data using the package SNPRelate (Zheng et al. 2012). This analysis showed that the wild population is genetically distinct from the captive MZM0410 strain (fig. 3*B*). In addition, the two captive samples sequenced in 2012 and 2019 were also genetically distinct, indicating a drift in this population. Analysis of kinship and diversity indicated that the captive population has on average a lower diversity (measured as the distance from the centroid) and a higher average kinship (fig. 3*C*).

To correct for the effect of genetic relatedness on gene expression, we used MACAU, an approach based on Poisson mixed models that is specifically designed to correct for the effects of genetic relatedness on gene expression by modeling the heritability of expression levels (Sun et al. 2017).

We first created a model where the condition is the independent variable and age and batch are treated as covariates. The analysis with MACAU resulted in 11,379 DEGs (false discover rate, FDR < 0.1) (supplementary table S7, Supplementary Material online) between wild and captive animals. As this number is very high and corresponds to roughly 40% of the genes in the genome, we compared these results with those obtained by applying DESeq2 only to the dataset of four wild and four captive fish processed in parallel. The number of DEGs with *P*adj < 0.05 was 8,115. Therefore, the number of DEGs we obtain with MACAU is not unreasonable and probably reflects the pervasive effect of the condition on gene expression. Moreover, we correlated the fold-changes measured with DESeq2 with the slopes calculated with MACAU on the complete dataset (fig. 3*A*, supplementary table S6, Supplementary Material online) and detected a high degree of correlation.

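Of the 19517 genes tested, 7344 have a name, and only these could be described by function. The named genes with a large and clear rise in wild brains were mostly immediate early genes, which neurons switch on quickly after stimulation, and molecular chaperones. *EGR2* (Nfu_g_1_012156), a transcription factor of this early response, rose from 1.45 ± 0.79 CPM in captive fish to 13.5 ± 3.41 CPM in wild fish (SD, n = 4 per group), and *FOS* (Nfu_g_1_018967) rose from 11.2 ± 0.99 to 91.6 ± 38.2 CPM. *NPAS4*, a transcription factor induced by neuronal activity, rose from 69.1 ± 11.2 to 304 ± 43.6 CPM. The related factors *EGR1*, *EGR4* and *JUNB* had log2 fold changes of 1.76 (SE 0.23), 1.71 (SE 0.32) and 1.63 (SE 0.14). *DNAJB5*, a cochaperone of heat shock proteins, rose from 124.9 ± 46.2 to 506 ± 71.8 CPM, and *SERPINH1*, a chaperone of collagen, from 21.2 ± 1.92 to 67.7 ± 12.3 CPM. *FAM167A* had a log2 fold change of 1.63 (SE 0.18) and *SIMC1* one of 1.85 (SE 0.28), with 1 wild fish at 119 CPM against 48.6 to 55.0 CPM in the other 3. These are the 10 named genes with the largest rise among those with a mean of at least 100 counts per library, an adjusted p under 0.05 and no overlap of the groups. Their adjusted p ranged from 2.5e-06 for *NPAS4* to 0.0020 for *EGR4*. Of the 19517 genes tested, 8115 differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3864 of them higher and 4251 lower in wild fish. In 7777 of the 19517 genes tested every wild brain lay on one side of every captive brain, which chance alone gives for 2.86% of genes. The genes higher in wild fish made up 47.6% of the differing genes, and 57.1% when upper quartile scaling replaced TMM. The RNA integrity numbers of the groups did not overlap, and their correlation with condition was -0.96. With this number as a covariate 46 genes differed, but such a fit leaves little of the contrast to test and cannot tell RNA integrity from condition. In a test against a 1.5-fold change, 1555 genes differed by more than that change. From the number of DEGs in these 8 fish, the paper reasons that the number obtained with MACAU is not unreasonable, and it proposes that this number reflects a pervasive effect of condition.

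**Figure D1:**
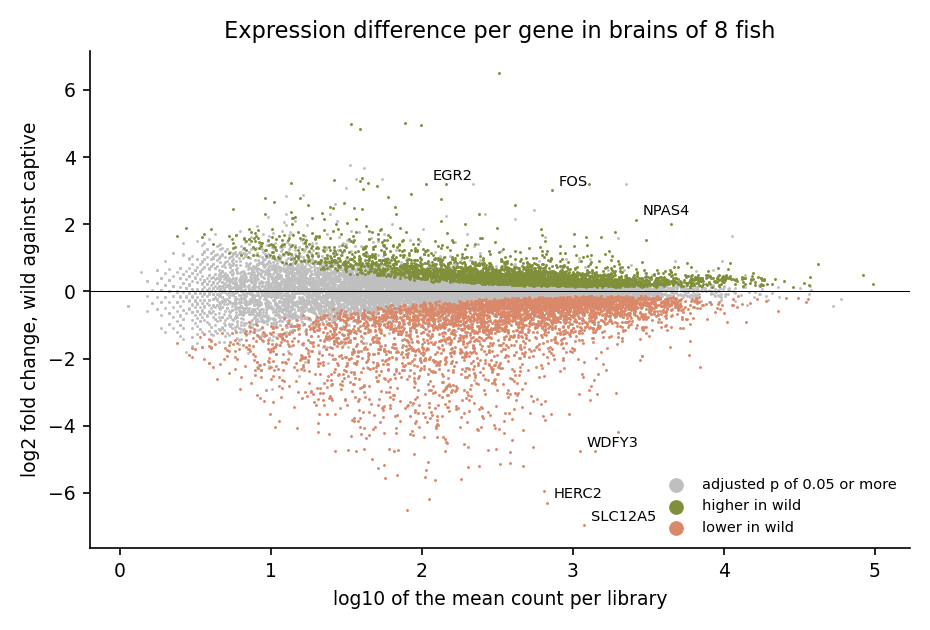
Log2 fold change of wild against captive fish for each of the 19517 genes tested, against the log10 of its mean count per library. Of the points, 3864 are higher in wild fish (green), 4251 are lower (orange), and the rest did not pass the test (grey); 229 of the lower genes and 16 of the higher genes differ by more than 8-fold.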

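Table S6 sorts genes into quadrants by the signs of the MACAU slope and of the fold change in these 8 fish. All 1694 genes of quadrant I, among them *NPAS4*, *FTL* and *COX6B1*, had a positive fold change here, with a median of 0.36 on the log2 scale, and 1682 of them passed the test. In quadrant III, which holds *CSMD3*, *WDFY3* and *SYN1*, all 1992 genes were negative (median log2 fold change -0.55) and 1934 passed. The quadrants in which the signs are opposite were smaller. All 319 genes of quadrant II, such as the DNA damage kinase *ATR*, were negative (median -0.35, 286 passed), and all 455 genes of quadrant IV, such as the RNA helicase *DDX21*, were positive (median 0.33, 448 passed). Quadrants I and III together held 82.6% of the 4460 genes listed. The table was chosen in part on these same libraries, so these signs are not independent evidence, and the MACAU slopes themselves are not analysed here.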

Generally applicable gene set enrichment Generally Applicable Gene-set (GAGE) (Luo et al. 2009) was applied in order to detect pathways whose expression is condition-dependent between wild and captive animals. In order to increase the stringency of the GAGE analysis, we performed GAGE analysis also on the DESeq2 results that we obtained by analyzing a single batch. We then retained as significant only the terms that were detected in both analyses. As the number of significantly overrepresented terms (FDR < 0.1) is large, we used REVIGO (Supek et al. 2011) to cluster GO categories based on semantic similarities (fig. 3*D*). Genes upregulated in wild animals showed enrichment of categories related to mitochondrial biogenesis and energetics, RNA processing, and to mitosis. On the other hand, genes upregulated in captive animals were enriched in categories related to development, behavior, and function of the nervous system as well as ion transport (supplementary table S8, Supplementary Material online). 

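Genes of the mitochondrial respiratory chain were higher in wild brains. The list of complex I holds 38 symbols, and 21 genes with a matching name were tested. All 21 rose, with a median log2 fold change of 0.32 (21 when adjusted over the list alone). *NDUFA13* rose from 72.7 ± 4.87 to 103 ± 3.84 CPM and *NDUFS3* from 75.1 ± 2.39 to 100.4 ± 4.64 CPM (SD, n = 4 per group). Of 28 genes of complexes II to V, 23 rose and none fell (26 and 0 when adjusted over the list alone), with *COX6B1*, a subunit of cytochrome c oxidase, going from 47.0 ± 3.28 to 86.8 ± 1.29 CPM and *ATP5I*, a subunit of ATP synthase, from 48.2 ± 2.96 to 68.6 ± 4.11 CPM. Of 57 spliceosome genes, 37 rose, 6 fell and 14 did not pass the test (39 rose and 7 fell when adjusted over the list alone). *RBM8A* of the exon junction complex and the RNA-binding protein gene *HNRNPK* (Nfu_g_1_009159) rose by 0.50 (SE 0.06) and 0.49 (SE 0.07) on the log2 scale. Another copy of *HNRNPK*, Nfu_g_1_006604, was among the genes that fell, with a log2 fold change of -0.31 (SE 0.09). *PRPF8* and *SNRNP200*, which encode core proteins of the spliceosome, fell by 0.59 (SE 0.05) and 0.49 (SE 0.08). In ribosome biogenesis, 15 of 24 genes rose and 1 fell (17 and 1 when adjusted over the list alone), with log2 fold changes of 0.42 (SE 0.07) for *DDX49* and 0.45 (SE 0.07) for *DDX21*; the gene that fell, *UTP20*, had -0.38 (SE 0.08), which became -0.01 (adjusted p = 0.90) with the trend on transcript length removed. Of 45 genes of mitosis and chromosome segregation, 11 rose, 1 fell and 33 did not pass (7 and 1 when adjusted over the list alone). *CDC20*, an activator of the anaphase-promoting complex, *KIF2C*, a kinesin, and *NDC80* of the kinetochore had log2 fold changes of 0.69 (SE 0.15), 0.73 (SE 0.16) and 0.57 (SE 0.15), and *CENPF* had -1.09 (SE 0.14), with 1 wild fish at 6.44 CPM and the other 3 at 9.76 to 10.2 CPM.

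Each list was compared with the other named genes by camera, a test of whether a set of genes changes more than the rest. Of the 7344 named genes tested, 4838 differed, a larger share than among all genes tested. A high number of calls is therefore not by itself a property of a list. Complex I was higher with an adjusted p = 5.3e-05, complexes II to V with 0.00011, the spliceosome with 0.00041 and ribosome biogenesis with 0.011. With an estimated correlation in place of the preset 0.01, none of these calls held: adjusted p = 0.41 with an estimated correlation for complex I and for the spliceosome, 0.46 for complexes II to V and 0.43 for ribosome biogenesis. The mitosis list did not pass, with an adjusted p = 0.054 (adjusted p = 0.65 with an estimated correlation). RNA integrity was lower in every wild fish. In camera with it as a covariate, ribosome biogenesis did not pass (adjusted p = 0.36) and mitosis did (adjusted p = 0.00057). The integrity numbers of the groups did not overlap, so this fit cannot tell RNA integrity from condition. Many genes have a name only through Table S6 (19 of the 21 complex I genes), which was chosen in part on these libraries, so the counts are not independent evidence. Camera was also run with these names left out, a choice made after seeing the data. Complex I then had too few genes to be tested, and complexes II to V, the spliceosome and ribosome biogenesis had an adjusted p of 0.063, 0.063 and 0.13.

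**Figure D2:**
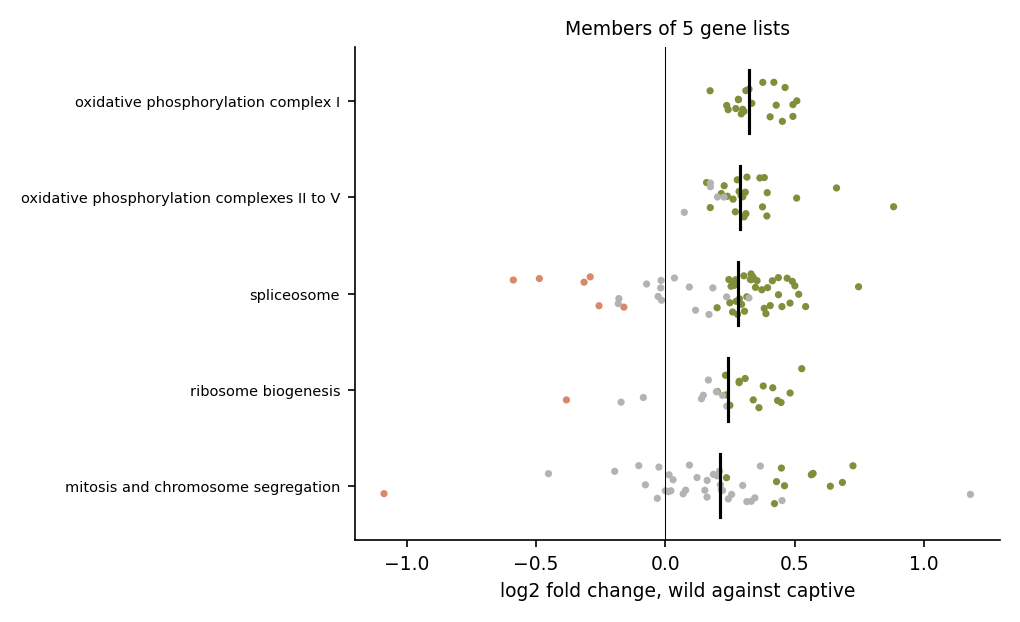
Log2 fold change of wild against captive fish for each named and tested member of 5 gene lists. Points are genes, green if higher in wild fish, orange if lower and grey if the test was not passed, spread vertically for legibility; the black bar is the median, from 0.21 for mitosis to 0.32 for complex I.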

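Ion channel and axon guidance genes were lower in wild brains, that is, higher in captive ones. Of 43 genes of voltage-gated sodium and potassium channels, 28 fell and 5 rose (29 and 5 when adjusted over the list alone), with a median log2 fold change of -0.38. The potassium channel genes *KCNA1* and *KCNC1* were at 8.29 ± 1.41 and 34.0 ± 3.31 CPM in wild fish against 38.0 ± 7.03 and 70.2 ± 3.26 CPM in captive fish (SD, n = 4 per group). *SCN8A*, a sodium channel of the axon initial segment, was at 246 ± 10.6 against 519 ± 68.7 CPM, and *KCND2* was higher in wild fish, at 216 ± 14.3 against 168 ± 9.03 CPM. Of 39 genes of calcium channels and calcium signalling, 31 fell and 1 rose (32 and 1 when adjusted over the list alone). The calcium exchangers *SLC8A3* and *SLC24A2* fell by 1.54 (SE 0.07) and 1.14 (SE 0.07) on the log2 scale, and *RYR3*, a calcium release channel, rose by 0.49 (SE 0.11), with 1 wild fish at 11.2 CPM below the other 3 at 12.5 to 12.7 CPM. Of 72 axon guidance genes, 51 fell, 1 rose and 20 did not pass the test (51 fell and 2 rose when adjusted over the list alone). The semaphorin receptor gene *PLXNA3* was at 137 ± 5.19 against 345 ± 15.8 CPM, *NFASC* (Nfu_g_1_010870), which encodes the adhesion protein neurofascin, at 44.7 ± 4.54 against 122 ± 2.87 CPM, and the netrin receptor gene *UNC5C* was the one that rose (log2 fold change 0.31, SE 0.07).

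In camera the calcium list was lower with an adjusted p = 2.1e-06, axon guidance with 4.3e-08 and the sodium and potassium channels with 0.0084. These calls were lost when the correlation was estimated, with an adjusted p = 0.38 with an estimated correlation for calcium and for axon guidance and 0.41 for the channels. With RNA integrity as a covariate, a fit that cannot tell integrity from condition, the sodium and potassium channels did not pass (adjusted p = 0.31). In the axon guidance list, 31 of 72 genes are named through Table S6 alone, which is not independent of these libraries, as are 19 of the 43 channel genes and 19 of the 39 calcium genes; without them, a choice made after seeing the data, the channels did not pass (adjusted p = 0.068), and axon guidance (9.0e-05) and calcium (0.0016) did.

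**Figure D3:**
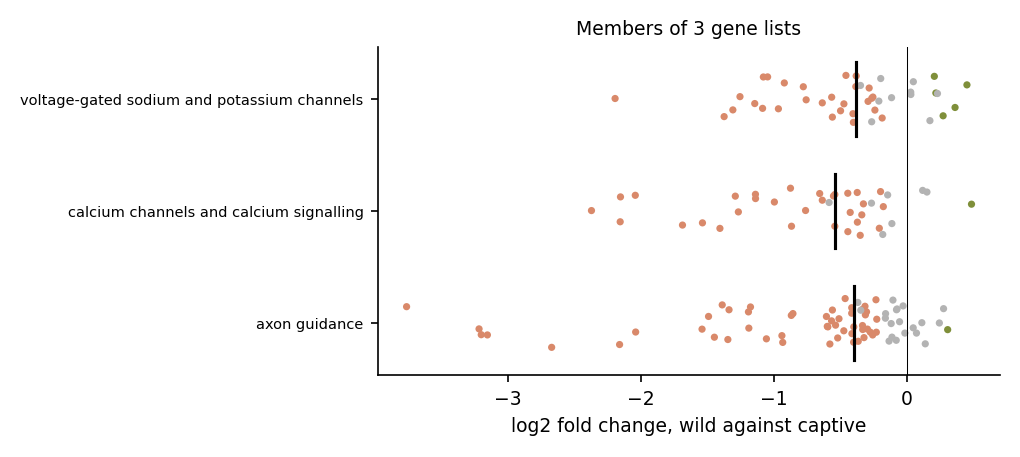
Log2 fold change of wild against captive fish for each named and tested member of 3 gene lists. Points are genes, green if higher in wild fish, orange if lower and grey if the test was not passed, spread vertically for legibility; the black bars are the medians, -0.38 for the sodium and potassium channels, -0.54 for calcium and -0.40 for axon guidance.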

Among the top differentially regulated genes, we found WEE2, a protein kinase that phosphorylates inhibitory sites in CDK1 (Leise and Mueller 2002), FTL, the ferritin light chain, LAMTOR1, an anchor protein that creates an interface for the mTORC1 complex on late endosomes thereby regulating cell metabolism (Bar-Peled et al. 2012) and CSMD3, a gene coding for a postsynaptic protein highly expressed in the brain that regulates dendrite development (Mizukami et al. 2016) and neuronal maturation (Gutierrez et al. 2019). 

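*CSMD3* (Nfu_g_1_012506) was at 7.86 ± 0.74 CPM in wild brains and 76.3 ± 14.7 CPM in captive brains (SD, n = 4 per group). This is a log2 fold change of -3.28 (SE 0.14, adjusted p = 3.1e-07), and the gene took rank 46 of the genes tested by p-value. *FTL* (Nfu_g_1_019641), the ferritin light chain that takes part in iron storage, was at 275 ± 19.0 CPM in wild and 204 ± 18.5 CPM in captive brains, a log2 fold change of 0.43 (SE 0.08, adjusted p = 0.0015) and rank 2785. For both genes the wild fish all lay on one side of the captive fish (exact two-sided permutation test, p = 0.0286 each, the smallest p that 4 fish against 4 allow). *WEE2* and *LAMTOR1* could not be assigned to a gene of the count table, and no value is given for them. With the RNA integrity number as a covariate neither gene passed the test, with an adjusted p of 0.073 for *CSMD3* and 0.73 for *FTL*. The integrity numbers of the groups did not overlap, so this fit cannot tell RNA integrity from condition. In Fig. 3E, read by eye, the RT-qPCR median of *CSMD3* is higher in wild fish without passing the test, opposite to the fall in the counts. *FTL* is higher in wild fish in both. The RT-qPCR used samples of both sexes, so the fish are not the same. Whether reads of wild fish fail to map to *CSMD3* cannot be read from counts.

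**Figure D4:**
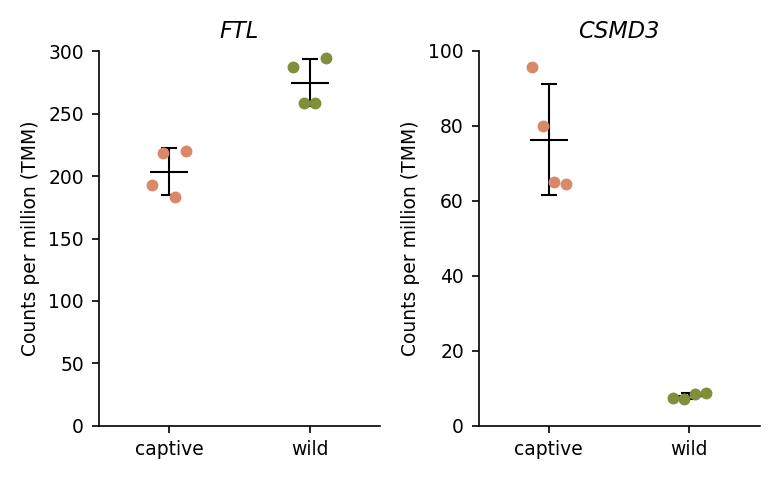
CPM, scaled by TMM, of *FTL* and *CSMD3* in the brains of 4 captive and 4 wild fish. Points are fish, the horizontal bar is the mean and the whiskers are 1 SD; all wild fish lie above the captive fish for *FTL* and below them for *CSMD3*.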

Differential expression of these genes was validated by quantitative PCR (fig. 3*E*).

We created two further models—one for captive fish and one for wild fish. In these models, age is the independent variable and batch is treated as a covariate. This analysis revealed that the effect of captive versus wild condition is larger than the effect of age and that the effect of batch is smaller than that of either of the two (fig. 4*A*). Principal component analysis (PCA) was applied to visualize relationships between the origin of the sample and the effects of age on global gene expression. As expected, the first component (69.52% of variance) separated fish conditions (wild vs. captive); the second component (5.46% of variance) identified an effect of age on global gene expression that was similar in the two conditions (fig. 4*B*). 

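In a PCA of the 8 brains sequenced in 2019 alone, wild fish lay between -56.4 and -44.3 on PC1 and captive fish between 43.2 and 55.2. PC1 held 57.8% of the variance and PC2 9.83%. The scores of the wild fish did not overlap those of the captive fish (exact two-sided permutation test of PC1, p = 0.0286, n = 4 per group, the smallest p this design allows). The components were computed from log2 CPM of the 19517 genes tested, with a prior count of 2, centred and not scaled. On PC2 the wild fish ranged from -32.6 to 35.8 and the captive fish from -13.1 to 15.3. Other batches are not part of this PCA, so their distance on PC1 cannot be compared with it.

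**Figure D5:**
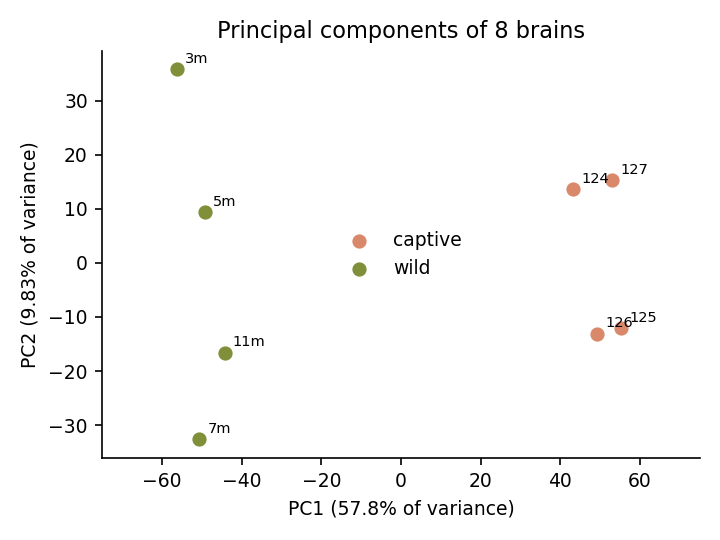
Scores of 4 wild fish (green) and 4 captive fish (orange) on PC1 (57.8% of the variance) and PC2 (9.83%), each point a brain with its fish number. Wild fish lie between -56.4 and -44.3 on PC1 and captive fish between 43.2 and 55.2.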

Notably, PC1 separated by condition also the samples of the new sequencing batch. However, the separation of these samples on PC1 was smaller than the samples of the 2012 and 2018 sequencing, indicating that batch effects contribute to sample separation, although to a lesser extent than captive- versus wild condition. This is consistent also with the distribution of effect sizes of condition, age, and batch as measured by MACAU and reported in figure 4*A*.

**Fig. 4.**
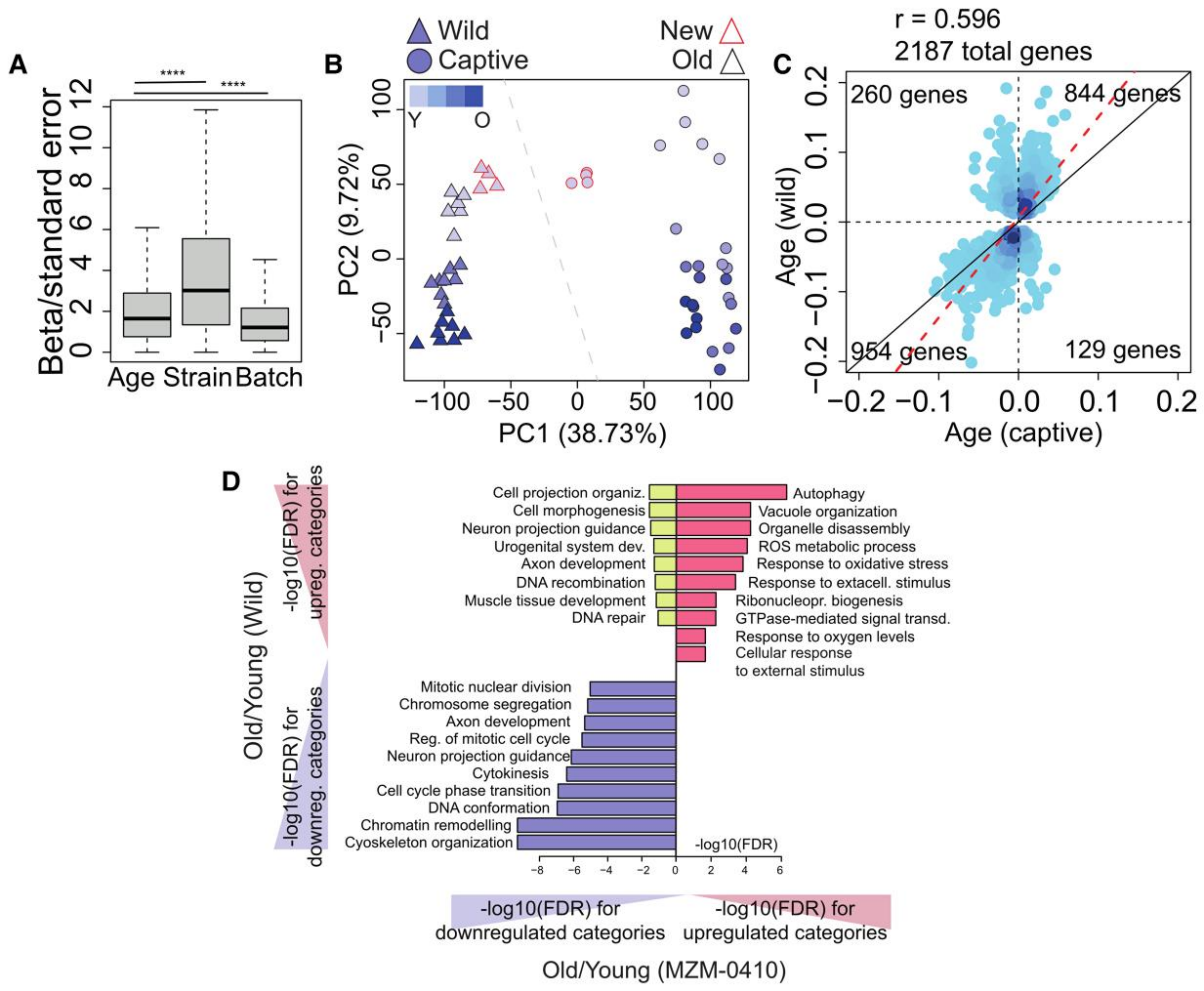
Comparison of gene expression during aging in the wild and in captivity. (*A*) Boxplot of the transcriptome-wide distribution of the absolute weight of the different variables on gene expression as implemented by MACAU in a Poisson mixed model. *T*-test was used to assess statistical significance. *P*-values legend used in the figure ***<0.001, ***<0.0001. (*B*) Visualization by PCA of the sample relationships based on transcriptome. In the PCA plot, different strains/populations are coded by shape (triangles for wild, and circles for MZM-0410) and progression from early to older time points is displayed as increasing saturation. Time points are 39, 73, and 108 dph for the wild samples and 5, 12, 20, 27, and 39 wph for the captive samples. The red outline identifies samples from the 2019 sequencing batch. (*C*) Comparison between age-dependent effects of gene expression, quantified as the β coefficient in the Poisson mixed model, in the brain of captive MZM strain (*x*-axis) and wild (*y*-axis) *N. furzeri*. Only genes significantly regulated with *P*adj < 0.05 in both contrasts are shown. Pearson correlation and total number of genes, as well as number of genes per quadrant are shown. The density of genes is coded by the intensity of the blue hues. The red line represents the best fit of linear regression between the two variables, and the black line represents a line of intercept = 0 and slope = 1. (*D*) GO biological process overrepresentation analysis of the genes contained in the four quadrants of (*C*). Length of the bars represents significance as −log_10_ of the FDR.

In order to compare aging-related differences in RNA expression between the two conditions, we then plotted the effect of age (i.e., the weight β of age in the Poisson mixed model) in the captive animals on the *X*-axis and in the wild animals on the *Y*-axis. The DEGs showed preferentially the same direction of regulation in the two conditions and were concentrated in quadrants I and III with a highly significant positive correlation (fig. 4*C*, supplementary table S9, Supplementary Material online). Notably, virtually all points in quadrant I are located above the diagonal of that quadrant, indicating that the age-dependent rate of upregulation is larger in wild fish. A similar, but smaller, effect can be noticed in quadrant III, where most points are located below the diagonal.

These results suggest a deceleration of transcriptional aging in captive animals (as shown in the next paragraph).

We performed GO terms overrepresentation analysis for the genes in the four quadrants of figure 4*C*. Results are reported in figure 4*D* and supplementary table S9, Supplementary Material online. Genes downregulated in captivity, but upregulated in the wild during aging were enriched in terms related to DNA repair, cell cycle and synapse organization (figs. 4*D*, 5*A*, 5*D*–*F*, and 5*J*). Interestingly, the expression of genes related to DNA repair and non-homologous end joining was positively correlated with longevity in two different comparative RNAseq studies of mammals spanning a large spectrum of lifespans (Fushan et al. 2015; Lu et al. 2022). These same genes are frequently regulated in opposite directions in captive and wild animals (fig. 5*B* and *C*). We set to validate these differences in an independent biological sample using qPCR. Since it is not possible to directly compare the “biological” age in the two conditions, we decided to compare similar calendar ages, that is, 39 and 109 dph for the wild fish and 34–37 and 83–87 dph for the captive fish. Among the genes that are downregulated in captive animals but upregulated in wild animals, there were DNA2, a key enzyme involved in DNA replication and DNA repair in the nucleus and mitochondrion (Zheng et al. 2020), XRCC2 and RAD51, proteins involved in the homologous recombination DNA repair pathway (Suwaki et al. 2011), and PRIM1, a subunit of the DNA primase complex (Loeb and Monnat 2008). Divergent regulation of these genes was confirmed by qPCR (fig. 5*D*–*F* and supplementary table S10, Supplementary Material online).

**Fig. 5.**
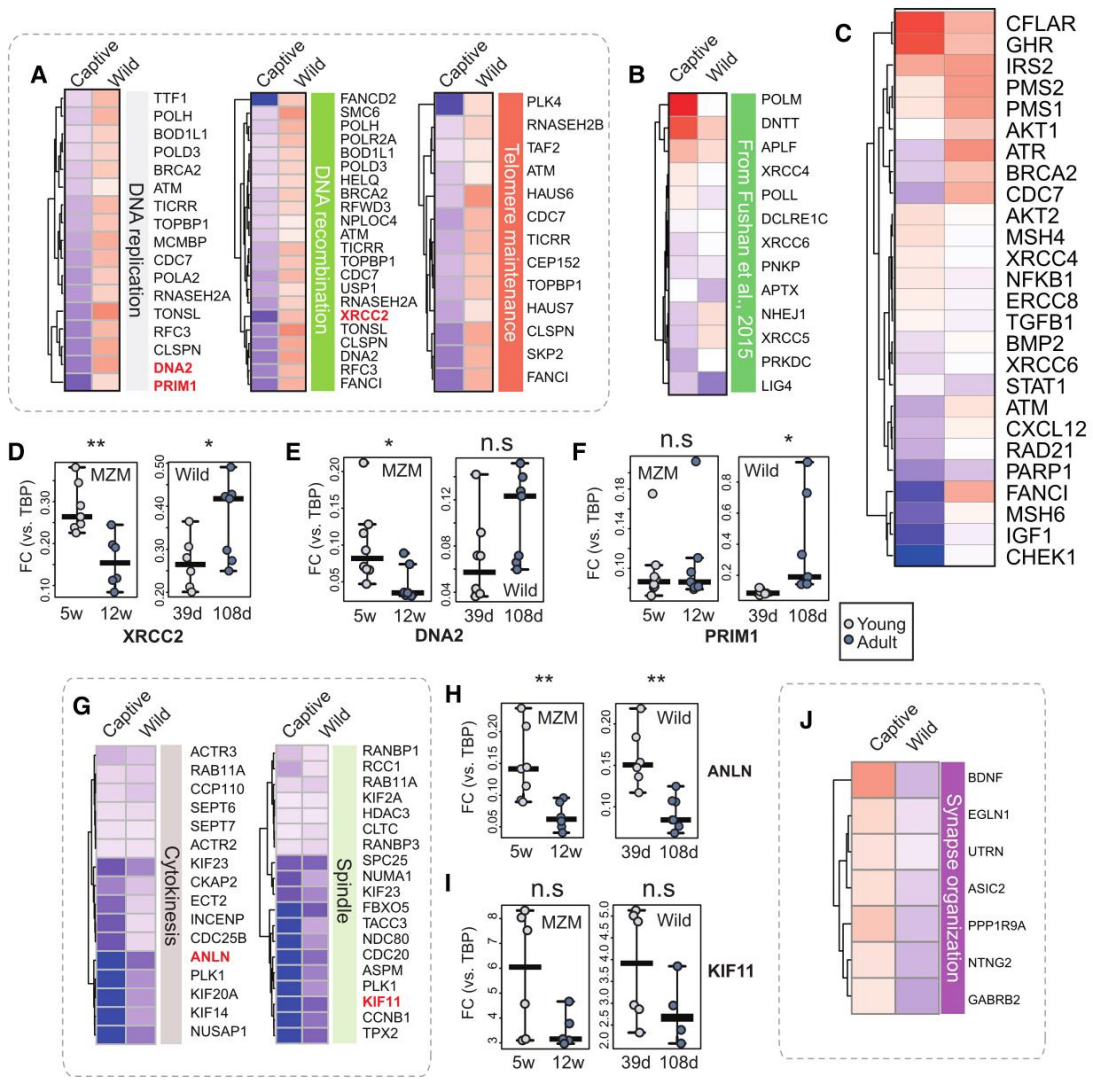
Discordant gene regulation in the wild and captivity. (*A*) Heatmaps of DEGs belonging to selected GO categories: only genes significantly downregulated in captive populations and significantly upregulated in wild populations are displayed. Upregulated genes (with logFC > 0) are colored as red boxes while downregulated genes (with logFC < 0) are displayed as blue boxes. The regulated genes are also compared with two sets of genes whose expression is positively correlated with lifespan in mammals. (*B*) Heatmap of DNA repair genes whose expression is positively correlated with lifespan taken from Fig. 6 of Fushan et al. (2015). (*C*) Heatmap of genes whose expression is positively correlated with lifespan from Lu et al. (2022). Genes selected for experimental validation are highlighted in red in (*A*): XRCC2 (*D*), DNA2 (*E*), and PRIM1 (*F*). For the evaluation of their expression, RT-qPCR was performed using female and male samples at different ages (39 and 108 dph for wild, 5 and 12 wph for captive, named “young” and “adult”). Each point represents a replicate, and the middle line represents the median. *T*-test was used to assess statistical significance. (*G*) Heatmaps of DEGs belonging to selected GO categories: only genes significantly downregulated both in captive- and wild samples are displayed. Genes selected for validation are highlighted in red: ANLN (*H*), and KIF11 (*I*). For the evaluation of their expression RT-qPCR was performed using female and male samples at different ages (39 and 108 dph for wild, 5 and 12 wph for captive, named “young” and “adult”). Each point represents a replicate, and the middle line represents the median. *T*-test was used for statistics. (*J*) Heatmap of DEGs belonging to the “Synapse organization” category that is significantly upregulated in captive- and significantly downregulated in wild samples.

Genes upregulated during aging in both wild and captive animals were most enriched in categories related to autophagy and response to reactive oxygen species (fig. 4*D*). Genes downregulated during aging in both conditions showed a highly significant enrichment for cytokinesis and mitotic nuclear division categories, chromatin remodeling, and nervous system development (figs. 4*D* and 5*E* and supplementary table S10, Supplementary Material online). As representative examples of concordant downregulation, we selected the genes ANLN, required for cytokinesis and essential for the structural integrity of the cleavage furrow (Kim et al. 2017), and KIF11, a motor protein required for establishing a bipolar spindle during mitosis (Johnson et al. 2014) (fig. 5*F* and *G* and supplementary table S10, Supplementary Material online).

### An “Accelerated” Aging Profile in Wild Animals

In order to quantify the differences in aging profile in the two conditions, we defined as transcriptional biomarkers of aging those transcripts with either negative or positive monotonic dependency on age in either captive- or wild fish (fig. 6*A*–*C* and supplementary table S11, Supplementary Material online). These transcripts showed the same direction of regulation in either condition but their age-dependency varied according to the condition. When captive biomarkers are used as a reference, wild- and captive fish appear to have similar slopes, but different intercepts, so that the curves of wild fish are left-shifted. When wild biomarkers are used as a reference, however, the slopes of age-dependent changes were clearly less steep in the captive fish, particularly for the genes upregulated with age. As mentioned earlier, a larger rate for age-dependent changes in wild fish can also be noted in the scatterplot in figure 4*C*.

**Fig. 6.**
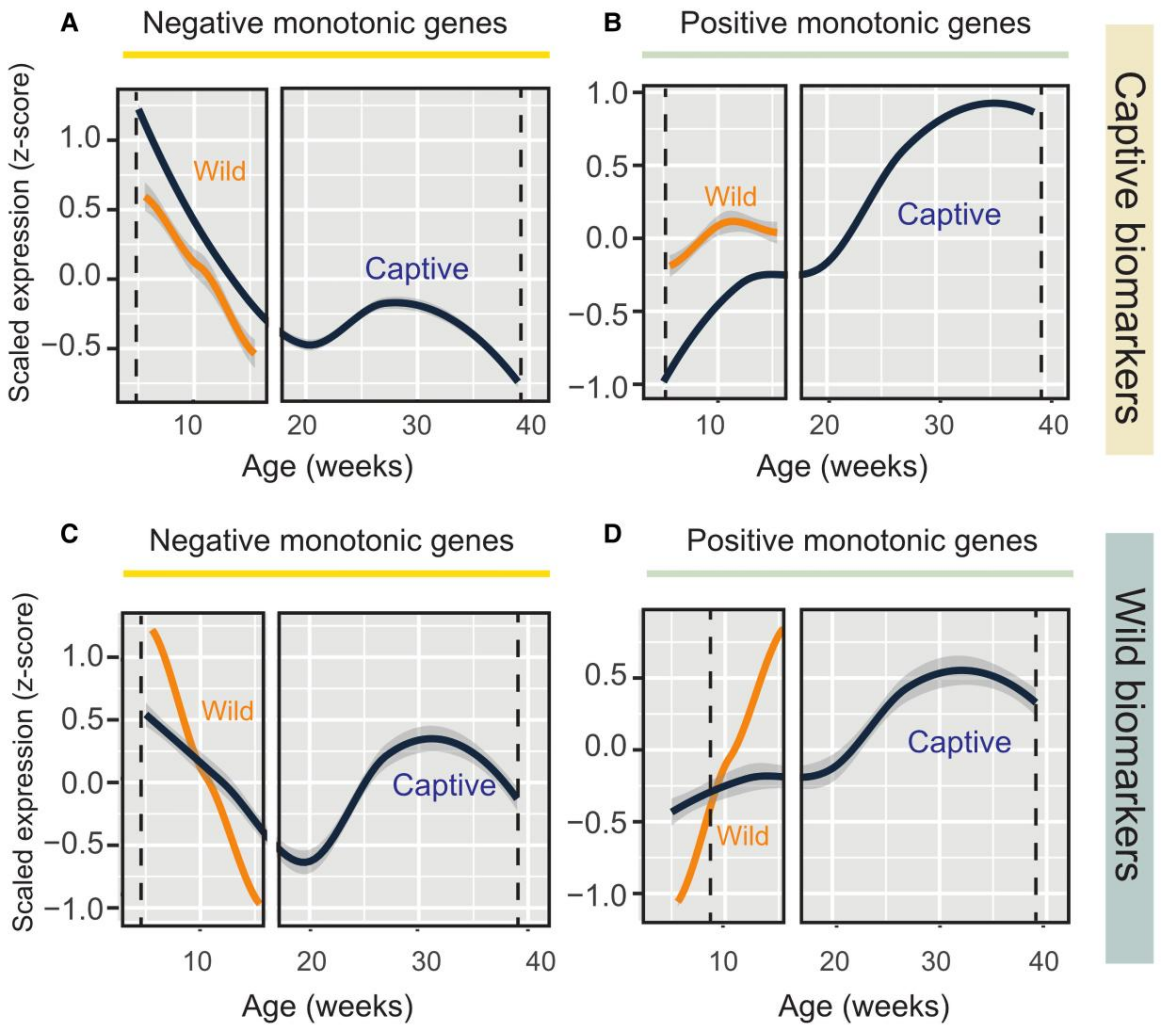
Transcriptional aging biomarkers. (*A* and *B*) Expression profile of aging biomarkers identified in captive samples in captive (blue) and wild (gold) animals: both downregulated (*A*) and upregulated (*B*) biomarkers are shown. The list of genes was taken from supplementary table S10, Supplementary Material online. (*C* and *D*) Expression profile of aging biomarkers identified in wild samples in captive (blue) and wild (gold) animals: both downregulated (*C*) and upregulated (*D*) biomarkers are shown. Scaled expression values are plotted with the regression line using ggplot2 package.

These results strengthen the suggestion that captive animals show a “decelerated” aging profile when compared with the captive animals.

## Discussion

In this paper, we studied age-dependent gene expression in the brain of wild individuals of a *N. furzeri* population that was followed longitudinally over its natural lifespan (Vrtilek, Zak, Polacik et al. 2018). The time points analyzed correspond to adult stages, and it is of particular relevance that all fish in this study have reached asymptotic body size prior to the first sampling, and hence no further growth was observed across sampling age points. This enabled us to separate the effects of aging from the effects of growth that are confounded in the captive fish populations.

The first result of this study is that only minor sex differences were detected in brain gene expression and the pattern of age-dependent regulation. This is rather surprising given the marked sexual dimorphism of *N. furzeri* (Cellerino et al. 2016), the fact that sex-dependent changes in gene expression during aging were described in model organisms and humans (Yuan et al. 2012; Wruck and Adjaye 2020; Zhao et al. 2020) and that *N. furzeri* males are subject to a higher mortality in the wild (Vrtilek, Zak, Polacik et al. 2018). However, the captive population of *N. furzeri* do not show sex differences in the aging component of their survival or in expression of age-dependent markers, suggesting that the intrinsic rate of aging is not sex-dependent in this species (Reichard et al. 2022). Instead, increased male mortality is related to sex-specific predation and male–male competition for reproductive opportunities (Reichard et al. 2014). It should also be noted that analysis of zebrafish brains also revealed only ∼100 genes expressed in a sex-specific manner (Yuan et al. 2019), suggesting that transcriptional dimorphism may be less developed in teleost fishes.

The majority of the changes that were observed in the wild population were progressive; that is, the direction of the regulation was consistent in the two comparisons 39 versus 73 dph and 73 versus 108 dph. This indicates that condition-dependent mortality and the associated selection do not have a large impact on the data we obtained. Age-dependent downregulation affects primarily genes related to neurogenesis and synaptogenesis. Depression of adult neurogenesis is a typical age-related trait in vertebrates (Pekcec et al. 2008; Ben Abdallah et al. 2010; Tozzini et al. 2012; Edelmann et al. 2013), and downregulation of synaptic proteins is a typical feature of human brain aging (Lu et al. 2004; Somel et al. 2010; Berchtold et al. 2013; Wruck and Adjaye 2020). We show that these aspects of aging are conserved in the wild population. Upregulated genes showed overrepresentation of a number of different categories. Two particularly interesting terms were lysosome and epigenetic regulation of gene expression and histone modifications (supplementary table S5, Supplementary Material online). Upregulation of genes coding for lysosomal proteins is among the most conserved transcriptional signatures of aging across species (Zahn et al. 2006; de Magalhaes et al. 2009; Aramillo Irizar et al. 2018). Epigenetic regulation was described in captive *N. furzeri*. In particular, upregulation of repressive histone marks such as H3K27 trimethylation and downregulation of activating histone marks was detected (Baumgart et al. 2014; Cencioni et al. 2019).

Despite these conserved age-related patterns, baseline differences in expression between wild and captive populations were observed for a large number of genes.

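The largest differences between the young wild and captive brains were genes with very low expression in wild fish. *SLC12A5* (Nfu_g_1_020841), the potassium chloride cotransporter of neurons that sets the effect of GABA, was at 1.45 ± 0.25 CPM in wild and 181 ± 50.7 CPM in captive fish (SD, n = 4 per group). The ubiquitin ligase gene *HERC2* (Nfu_g_1_014732) was at 1.30 ± 0.39 against 103 ± 11.6 CPM. The RNA helicase gene *DDX3X* (Nfu_g_1_013975) was at 1.58 ± 0.44 against 97.0 ± 29.6 CPM. *WDFY3* (Nfu_g_1_017071), which encodes an adaptor of selective autophagy, was at 6.18 ± 0.65 against 166 ± 8.54 CPM. *PPP2R5A*, a regulatory subunit of protein phosphatase 2A, and *EP400*, a chromatin remodeler, had log2 fold changes of -5.24 (SE 0.40) and -5.11 (SE 0.17). *TNRC6C*, *ARHGAP44*, *RIMS1* and *ZHX2* lay between -4.77 (SE 0.12) for *TNRC6C* and -4.47 (SE 0.32) for *ZHX2*. The adjusted p of these 10 genes, the ones with the largest fall among named genes with a mean of at least 100 counts, ranged from 1.7e-09 for *WDFY3* to 6.7e-06 for *PPP2R5A*. Apart from *SLC12A5*, each of them has at least 1 other tested gene of the same name, so the values describe single copies. The median log2 fold change of these other genes lay between -0.81 for *DDX3X* and 0.27 for *WDFY3*, the only name where it rose. For *WDFY3* the other gene gained 0.40 of the loss. The median absolute log2 fold change of the genes that differed was 0.52, and 1886 of them differed by more than 2-fold, 352 higher and 1534 lower in wild fish. Counts cannot show whether reads of wild fish fail to map to the genes with very low values.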

The origin of this difference is likely manifold. Differences in nutrition almost certainly play an important role. First, captive animals are fed exclusively with *Chironomus* larvae. This diet does not correspond to the dietary protein target of wild fish (and is instead richer in lipids) and leads to lower body condition, overfeeding, and male liver enlargement (Zak et al. 2022). Second, wild animals have regular access to food over daytime rather than intermittent feeding once or twice a day. These two factors result in much faster growth of wild fish that, unlike captive animals, reach asymptotic size within 5 weeks. In wild fish, density-dependent effects may slow growth when resources become limited (Vrtilek et al. 2019), but this is not the case in our study population (A41). Indeed, the study population was specifically selected because it does not suffer from density-related restrictions, and this is further confirmed by the continuous presence of food in the gut throughout the day (Zak et al. 2019). A second highly relevant aspect of differences between wild and captive fish is thermal stress. Wild animals are subject to diel oscillations in temperature that reach almost 20 °C (Zak and Reichard 2020). 

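Most heat shock proteins and their cochaperones, which refold proteins after heat and other stress, were higher in wild brains. Of 41 genes, 24 rose, 5 fell and 12 did not pass the test (25 rose and 6 fell when adjusted over the list alone), with a median log2 fold change of 0.23. *DNAJB1*, a cochaperone induced by heat, rose from 32.1 ± 2.64 CPM in captive to 49.5 ± 1.97 CPM in wild fish (SD, n = 4 per group), and *FKBP4*, a cochaperone of HSP90, rose by 0.41 (SE 0.06) on the log2 scale. *DNAJA3*, a mitochondrial cochaperone, fell by 0.94 (SE 0.12), and *HSPA12A* (Nfu_g_1_006971) by 0.87 (SE 0.13), with 1 captive fish at 211 CPM above the other 3 at 149.9 to 159 CPM. *HSP90AB1*, the member with the highest count, was at 2123 ± 168 CPM in wild and 2426 ± 35.9 CPM in captive fish (adjusted p = 0.021), and did not pass with upper quartile scaling (adjusted p = 0.081). Camera placed the list higher in wild fish with an adjusted p = 0.0076 (adjusted p = 0.41 with an estimated correlation). The water temperature of these fish was not analysed here, RNA integrity was lower in wild fish, and 16 of the 41 genes are named through Table S6 alone, which is not independent of these libraries; without them, a choice made after seeing the data, the list did not pass (adjusted p = 0.14).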

In South American killifish, such oscillations are known to induce upregulation of heat shock proteins expression (Podrabsky and Somero 2004), suggesting that also in wild *N. furzeri*, cyclical thermal shock likely induces stress-response pathways. Finally, activity levels also differ between wild and captive animals even though it is difficult to predict how they can impact gene expression.

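Ribosomal protein genes were higher in young wild brains. Of 73 genes of cytosolic ribosomal proteins, 69 rose, none fell and 4 did not pass the test (70 rose and 0 fell when adjusted over the list alone), with a median log2 fold change of 0.36. *RPL22* rose from 123.5 ± 1.83 CPM in captive fish to 184 ± 7.58 CPM in wild fish (SD, n = 4 per group), *RPL5* from 1044 ± 16.3 to 1410 ± 41.4 CPM and *RPS6* from 1170 ± 72.9 to 1525 ± 81.6 CPM. Of 34 genes of mitochondrial ribosomal proteins, which serve translation inside the mitochondrion, 29 rose, none fell and 5 did not pass (31 rose and 0 fell when adjusted over the list alone). *MRPL27* rose from 21.8 ± 1.14 to 32.1 ± 1.69 CPM and *MRPL23* from 42.9 ± 2.91 to 64.2 ± 6.79 CPM. The cytosolic list was higher in camera with an adjusted p = 4.0e-10 and the mitochondrial list with an adjusted p = 7.3e-05. Neither call held with an estimated correlation, with an adjusted p = 0.43 with an estimated correlation for the cytosolic list and 0.41 for the mitochondrial list. RNA integrity was lower in wild fish, and Table S6, chosen in part on these libraries and so not independent evidence, is the only source of the name for 27 of the 73 and 22 of the 34 genes; with these left out, a choice made after seeing the data, the mitochondrial list did not pass (adjusted p = 0.062) and the cytosolic list did (5.6e-08).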

Genes upregulated in wild fish were particularly enriched in clusters of terms that are related to two main functions: mitochondrial respiration and translation and cell cycle/DNA replication. Mitochondrial respiration is a key regulator of aging. Partial inhibition of mitochondrial respiration is life extending in nematode worms, fruit flies and *N. furzeri* (Dillin et al. 2002; Copeland et al. 2009; Baumgart et al. 2016). Nuclear genes coding for proteins of the respiratory chain are under positive selection in multiple clades associated with the evolution of exceptional lifespan (Sahm et al. 2019), expression of complex I components negatively correlates with lifespan in interspecific comparison of mammals (Mota-Martorell et al. 2020) and rate of production of reactive oxygen species (ROS) by the complex I of the respiratory chain is inversely correlated with lifespan (Munro et al. 2013). The transcriptional coordination of mitochondrial translation and synthesis of nuclearly encoded components of the respiratory complex is termed mitonuclear balance and is a key regulator of aging across metazoans (Houtkooper et al. 2013; Baumgart et al. 2016). Therefore, wild and captive fish differed in the expression of the key genetic pathway for the regulation of aging. These differences may be a consequence of the activation of stress-response pathways in wild fish. Differences in the expression of cell cycle and DNA replication genes are paradoxical because wild animals have ceased growing. 

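DNA replication genes were in part higher in young wild brains. Of 28 named and tested, 13 rose, none fell and 15 did not pass the test (14 and 0 when adjusted over the list alone). Their median log2 fold change was 0.35. Of all named genes tested, 4838 of 7344 differed. *ORC4* of the origin recognition complex rose from 8.53 ± 0.58 CPM in captive to 13.1 ± 0.87 CPM in wild fish (SD, n = 4 per group), *RRM1* (Nfu_g_1_005253), a subunit of ribonucleotide reductase, from 8.50 ± 0.33 to 12.2 ± 0.73 CPM and *RFC5* of the clamp loader from 9.80 ± 1.02 to 14.0 ± 0.26 CPM. Of 25 genes of DNA repair by homologous recombination and end joining, 6 were higher, 4 lower and 15 neither (6 and 4 when adjusted over the list alone). *PARP1*, which senses DNA breaks, rose from 75.9 ± 3.47 to 99.4 ± 0.35 CPM, the ubiquitin ligase gene *RNF8* rose by 0.42 (SE 0.07) on the log2 scale, with 1 captive fish at 24.6 CPM below the other 3 at 27.2 to 27.6 CPM, and *ATR* fell by 0.51 (SE 0.09). With the trend on transcript length removed, the other 3 lower genes of this list, *PRKDC*, *ATM* and *LIG3*, did not pass (adjusted p = 0.98, 0.91 and 0.57). In camera the replication list was higher with an adjusted p = 0.017 (adjusted p = 0.52 with an estimated correlation), and the repair list did not pass, with an adjusted p = 0.15 (adjusted p = 0.46 with an estimated correlation). With the names known only from Table S6 left out, a choice made after seeing the data, the replication list had an adjusted p of 0.069. The wild fish also had the lower RNA integrity.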

One possible explanation is activation of DNA repair pathways. A second possibility may be related to the circadian oscillation in the activity of adult neuronal stem cells of teleosts (Akle et al. 2017). The diel temperature oscillation may entrain the circadian rhythm leading to higher daytime mitotic activity in wild animals.

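Synaptic genes were lower in young wild brains than in captive ones. Of 55 genes of glutamate receptors and postsynaptic scaffolds, 40 fell and 5 rose (40 and 5 when adjusted over the list alone). *IQSEC1* (Nfu_g_1_001603) was at 71.4 ± 4.67 CPM in wild and 163 ± 4.28 CPM in captive fish (SD, n = 4 per group), the scaffold gene *DLGAP1* (Nfu_g_1_010641) at 6.75 ± 1.03 against 45.9 ± 8.09 CPM, and *GRIN2C*, a subunit of the NMDA receptor, at 52.5 ± 5.19 against 150 ± 13.03 CPM, with 1 captive fish at 131 CPM and the other 3 at 155 to 159 CPM; *GRM8*, a metabotropic receptor, rose by 0.32 (SE 0.07) on the log2 scale. Of 35 genes of the GABA and glycine synapse, 24 fell and 1 rose (24 and 1 when adjusted over the list alone). The glycine transporter gene *SLC6A9* was at 2.73 ± 0.27 against 47.2 ± 3.16 CPM and *GAD2*, which encodes an enzyme of GABA synthesis, at 23.5 ± 4.46 against 196 ± 37.3 CPM; whether reads of wild fish fail to map to these genes, each more than 8-fold lower, cannot be read from counts. *NLGN2*, an adhesion protein of inhibitory synapses, fell by 1.95 (SE 0.09), with 1 captive fish at 74.8 CPM below the other 3 at 83.2 to 83.8 CPM, and the GABA receptor gene *GABRB1* rose by 0.94 (SE 0.10). Of 68 genes of synaptic vesicle release, 50 fell and 8 rose (53 and 8 when adjusted over the list alone). *RIMBP2* of the active zone was at 8.61 ± 0.34 against 28.3 ± 1.48 CPM, *SYN1*, which encodes synapsin, at 43.3 ± 7.16 against 172 ± 8.01 CPM, and *SV2B* was higher in wild fish (log2 fold change 0.74, SE 0.12).

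The adjusted p from camera was 2.3e-06 for the glutamate list, 4.3e-08 for GABA and glycine and 2.9e-06 for vesicle release. With the correlation estimated per list these calls were lost, with an adjusted p = 0.41 with an estimated correlation for glutamate and for vesicle release and 0.38 for GABA and glycine. The glutamate list did not pass with RNA integrity as a covariate (adjusted p = 0.12), a fit that cannot tell integrity from condition. With the trend on transcript length removed, the median log2 fold change of this list went from -0.45 to -0.29. Of the genes counted, 32 of 55, 13 of 35 and 36 of 68 are named through Table S6 alone, which is not independent of these libraries. With these names left out, a choice made after seeing the data, the 3 lists passed camera with the preset correlation. The adjusted p was 0.0016 for glutamate, 1.5e-06 for GABA and glycine and 0.0016 for vesicle release.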

Genes upregulated in captive animals were enriched for GO terms related to neuronal communication and synaptic function. This result is surprising since exposure to a more complex environment is expected to induce synaptogenesis (van Praag et al. 2000). However, several factors may explain this seemingly paradoxical effect. In the first place, the brain of captive animals grows considerably during the examined period while captive animals have reached asymptotic size. Second, the stress levels of wild animals may curb synaptogenesis.

When age-dependent regulation was compared between wild and captive animals, more than 85% of the significant cases showed a consistent direction of regulation indicating a high degree of conservation between aging in the wild and in captive conditions. Considering that wild fish did not grow between the time points sampled, this result shows that most gene expression changes are not related to age-dependent deceleration of growth observed in captive animals. Downregulated genes showed overrepresentation of a large number of GO terms (supplementary table S9, Supplementary Material online) with the most significant enrichment for regulation of the mitotic cell cycle, protein folding, and chromatin but also neuronal development and formation of neuronal connection. This signal is clearly related to a reduction of neurogenesis with the formation of new connections by newborn neurons. Upregulated genes showed overrepresentation of a large number of GO categories (supplementary table S9, Supplementary Material online) with the most significant enrichment for terms related to translation, response to oxidative stress, and autophagy. The relationship of these processes with aging is well established (López-Otín et al. 2013; Steffen and Dillin 2016). Of interest is the upregulation of the Polycomb repressive complex, as its activity increases with age in *N. furzeri* (Baumgart et al. 2014; Cencioni et al. 2019) and sites targeted by Polycomb show age-dependent methylation in mammals (e.g., Minteer et al. 2022). Genes with opposite regulations also showed overrepresentation of specific GO terms and provide some interesting insights. Genes upregulated in captivity but downregulated in the wild show the most significant enrichment for genes coding for synaptic proteins. It should be noted that these GO terms also show significant differences in baseline conditions. This result suggests that brain connections develop differently in captive and wild environments. 

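At the age of 39 days in the wild, genes of synaptic adhesion and synapse organisation were lower than in captive fish. Of 77 named and tested, 53 fell, 9 rose and 15 did not pass the test (54 and 9 when adjusted over the list alone). Their median log2 fold change was -0.36. *NTRK2*, the receptor of the growth factor BDNF, was at 74.7 ± 6.33 CPM in wild and 222 ± 12.7 CPM in captive fish (SD, n = 4 per group), and *TENM2*, a teneurin, at 158 ± 8.05 against 278 ± 17.5 CPM. Entries named *NRXN3*, which encodes a presynaptic neurexin, went in opposite directions, with a log2 fold change of -2.19 (SE 0.08) for Nfu_g_1_012400 and 0.47 (SE 0.08) for Nfu_g_1_009720. Their transcript lengths were 3969 and 303 bases, so the short entry may not stand for a whole copy of the gene. *CBLN1*, a secreted synaptic organizer, rose by 0.74 (SE 0.10), with 1 captive fish at 150 CPM above the other 3 at 115 to 120.4 CPM. Camera gave the list an adjusted p = 3.3e-05 (adjusted p = 0.41 with an estimated correlation). It gave 0.30 with RNA integrity as a covariate, a fit that cannot tell integrity from condition. With the trend on transcript length removed the median was -0.22. The names of 45 of the 77 genes come from Table S6 alone, which is not independent of these libraries. Without them, a choice made after seeing the data, the list passed camera with the preset correlation (adjusted p = 0.0016).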

Genes upregulated in wild and downregulated in captivity show the most significant enrichment for DNA replication. This result is surprising and shows a disjunction in the regulation of cell-cycle-related genes and may be related to the heterochrony of somatic growth between wild and captive fish. Captive fish show continuous deceleration of growth during adult life, and this is reflected in a reduction of mitotic activity of adult neuronal precursors (Tozzini et al. 2012). Wild fish of the population examined, on the other hand, completed their growth during the first 5 weeks and could show the effects of aging isolated from somatic growth. The heterochrony of ontogeny and the more rapid development of wild fish are also reflected in the time-dependent age expression assessed by using monotonous genes as biomarkers. When captive-fish biomarkers were assessed in wild fish, their curves were left-shifted indicating that comparable expression levels were reached earlier in the wild. Wild-fish biomarkers, on the other hand, reflected genes whose expression was age-dependent in the absence of somatic growth. In this case, both starting values and slopes differed. The two combined observations indicate more rapid transcriptomic aging in wild fish. Interestingly, slower demographic aging rates were recently demonstrated for captive populations of turtles when compared with wild turtles (da Silva et al. 2022), indicating that other vertebrate taxa also respond to more favorable conditions by reducing the rate of senescence.

A particularly interesting result identified the contrasts in the DNA repair/DNA recombination pathway. This pathway shows age-dependent upregulation in wild fish but is downregulated with age in captive fish. The robust implication of this pathway in the evolution of longevity originates from several independent lines of evidence. Positive selection in genes coding for proteins related to DNA repair and homologous recombination was associated with evolution longevity in rockfishes (Kolora et al. 2021), cetaceans (Tollis et al. 2019), and long-living Galapagos tortoise (Quesada et al. 2019). Most relevant for the present study is a recent comparison of 45 killifishes of varying life history detected pervasive relaxation of positive selection on genes coding for DNA repair proteins in annual (short-lived) species (Cui et al. 2020). Complementary evidence to sequence analysis is provided by studies of expression profiling. One study correlated gene expression levels with longevity in a phylogenetically broad collection of 33 species of terrestrial mammals and identified DNA repair pathways to be overrepresented among genes whose expression is positively correlated with size-corrected lifespan (Fushan et al. 2015). This result was replicated and extended in a larger study focused on 6 tissues of 26 species of Rodentia and Eulipotyphla (Lu et al. 2022), and high expression of DNA repair genes was detected also in the gray whale (Toren et al. 2020).

At the single gene level, genes coding for proteins of the double-strand repair pathway were originally for their ability to complement DNA damage induced by X-ray (XRCCs). The gene XRCC1 is under positive selection in rockfishes (Kolora et al. 2021), the gene XRCC6 is under positive selection in the giant tortoise (Quesada et al. 2019), and expression of the genes XRCC5 and XRCC6 is positively correlated with lifespan in two mammalian datasets (Fushan et al. 2015; Lu et al. 2022). These genes have opposite regulation in captive and wild *N. furzeri*, and we confirmed the opposite age-dependent regulation of XRCC2 also by qPCR.

At a functional level, the activity of double-strand repair pathways declines with age in mice (Vaidya et al. 2014). On the other hand, long-living mammals show the higher basal activity of the double strand break (DSB) repair pathway (Tian et al. 2019). Interestingly, a longitudinal study of gene expression in *N. furzeri* revealed that the slope of age-dependent downregulation in the expression of genes in the DNA repair pathway is associated with a shorter lifespan (Kelmer Sacramento et al. 2020). On the other hand, longitudinal studies in long-living bats revealed age-dependent upregulation of the same pathway (Huang et al. 2019). It is notable that the age-dependent regulation of this pathway is different between wild and captive fish, suggesting that the wild conditions entail stimuli able to activate this pathway.

From the evolutionary perspective, gene regulatory mechanisms were conserved between wild and captive fish, suggesting the existence of conserved regulatory trajectories of gene expression employed across environmental conditions. Those trajectories were modified by developmental dynamics. Wild fish displayed rapid grow and reached growth asymptote before the first sampling. Irrespective of growth cessation, their temporal changes in gene expression were then in captive fish, and we propose that wild fish displayed accelerated aging. The pace of aging is known to respond to environmental conditions and contrasting populations of single species often display population-characteristic aging patterns (marsupials: [Austad 1993], snakes: [Bronikowski 2008], invertebrates: [Tatar et al. 1997; Dudycha and Tessier 1999], guppy: [Reznick et al. 2004], killifish: [Terzibasi et al. 2008; Blazek et al. 2017]). To recognize how mutation load (Willemsen et al. 2020) or epigenetic modification of gene expression affects this variation in gene expression dynamic is important for understanding the evolution of aging at a microevolutionary scale, and annual killifish appear ideally suited to contribute to resolving this question.

In conclusion, our study reveals that, despite baseline levels of brain gene expression varied between samples from wild and captive populations, the direction of regulation is mostly consistent. Intersexual differences in brain gene expression were minimal and in part related to sex determination. However, some pathways were differentially regulated in the two conditions, notably pathways related to DNA repair mechanisms, and this could result from heterochrony in the ontogeny.

## Experimental Procedures

### Sample Collection

Wild fish were collected by seine nets in natural ponds and immediately dissected. The collection and dissection took place between 7:00 and 9:00 h, that is, 1–3 h after sunrise. Upon dissection, the brain and other organs were stored in RNAlater at 4 °C and frozen at −80 °C after arrival in the laboratory (within 1–2 weeks after collection). Fish for dissections were chosen randomly from a set of captured fish. Their body size was measured. The age of the fish was estimated from the time of pool flooding and was confirmed by reading the number of daily rings on otoliths (Vrtilek, Zak, Polacik et al. 2018). Tissue from captive fish was collected as described (Baumgart et al. 2014).

### Fish Husbandry and Sampling

Fish were housed in a recirculating system (Aqua Schwartz, GmbH, Göttingen, Germany) and were singly housed in 2.8 l tanks with a divider. Water temperature was maintained at 26 °C and conductivity at 600 µS/cm. Animals were subject to a 12:12 light/dark cycle and fed exclusively with *Chironomus* larvae.

Animals were always sacrificed fasted in the morning, and the entire brain was extracted and immediately frozen on dry ice.

### Ethical Statements

All work with animals was carried out in accordance with relevant guidelines and regulations. Sample collection of wild animals complied with legal regulations of Mozambique (collection licence: ADNAP-170/7.10/16) and research procedures were approved by the ethical committee of the Institute of Vertebrate Biology, in accordance with legal regulations of the Czech Republic.

Captive fish were bred and kept in FLI’s fish facility under licence number J-003798 (Veterinär- und Lebensmittelüberwachungsamt, Thuringia, Germany). Sacrifice and organ harvesting were performed according to §4(3) of the German Animal Welfare Act. No experimental procedure on live animals was carried out.

### RNA Extraction

RNA was extracted as described (Baumgart et al. 2014) with a modified Trizol protocol, using Qiazol lysis reagent (Qiagen). In brief, samples were homogenized and lysed in QIAzol. After 5 min at room temperature, Chloroform was added and samples were mixed. After 3 min at room temperature, samples were centrifuged at 4 °C in a tabletop centrifuge. After phase separation, the upper aqueous phase was withdrawn and mixed with 1.1 volumes of isopropyl alcohol, 0.16 volumes 2M, pH 4.2 Sodium acetate, and 1 µl (10 µg) of GlycoBlue. Samples were precipitated by centrifugation for 30 min at 4 °C, washed twice with 80% ethanol, and air-dried for 5 min. RNA was dissolved in nuclease-free water.

### RNA Sequencing

Sequencing of RNA samples was performed using Illumina’s next-generation sequencing methodology. In detail, total RNA was quantified, and quality-checked using Agilent 2100 Bioanalyzer Instrument (Agilent RNA 6000 Nano). Libraries were prepared from 500 ng of input material (total RNA): GSE183039—TruSeq Stranded mRNA kit (Illumina) following the manufacturer’s instructions with subsequent quantification and quality check, using Agilent 2100 Bioanalyzer Instrument (DNA 7500 kit). Libraries were pooled and sequenced in 4 lanes of the HiSeq 2500 System running in 51 cycle/single-end/high output mode. Sequence information was converted to FASTQ format using bcl2fastq v1.8.4.
GSE183037—NEBNext Ultra II Directional RNA Library Prep Kit was prepared in combination with a NEBNext Poly(A) mRNA Magnetic Isolation Module (both New England Biolabs) following the manufacturer’s instructions. Libraries were subsequently quantified and quality-checked using Agilent 2100 Bioanalyzer Instrument (DNA 7500 kit). Libraries were pooled and sequenced in 2 lanes of the HiSeq 2500 System running in 51 cycle/single-end/high output mode. Sequence information was converted to FASTQ format using bcl2fastq v2.20.0.422.

Per sample, the reads were mapped to the *N. furzeri* genome (NFINgb—*N. furzeri* Genome Browser: https://nfingb.leibniz-fli.de/data/raw/notho4/Nfu_20150522.hardmasked_genome.fa.gz) and respective annotation (NFINgb: https://nfingb.leibniz-fli.de/data/raw/notho4/Nfu_20150522.genes_20150922.gff3.gz) using tophat2 v2.1 (parameters: –no-convert-bam –no-coverage-search -x 1 -g 1). Reads per gene were counted using featureCounts v1.5 (GSE183039) or v1.6.5 (GSE183037) (parameters: -s 2). Reads counts were introduced into the statistical environment R in order to calculate (reads per million mappable reads) and RPKMs (reads per kilobase and million mappable reads). For the calculation of RPKMs, lengths of transcripts were taken from featureCounts output.

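Table S12 gives an RNA integrity number and a read number for each library. Among the 8 libraries of 2019, the integrity number was 8.9 to 9.2 in wild fish (median 9.15) and 9.7 to 9.8 in captive fish (median 9.7). The groups did not overlap (exact two-sided permutation test of the means, p = 0.0286, n = 4 per group, the smallest p that 4 against 4 allow). Wild libraries had 26711718 to 27286044 reads and captive libraries 21567896 to 26091129 reads. The share of these reads that was counted in genes was 51.0% to 53.7% in wild and 54.8% to 55.6% in captive fish. All of the 4 wild fish also appear in Table S12 with libraries of another sequencing project.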

The statistics relative to the different samples are reported in supplementary table S12, Supplementary Material online.

### Variant Analysis

Variant calling was performed on the aligned BAM files using bcftools (Li 2011) and then used for genotype calling and identity-by-descent (IBD) analysis using the SNPRelate package (Zheng et al. 2012). For the first analysis, linkage equilibrium through LD-based SNP pruning was applied to the variants, and then genotypes for each SNP were obtained. For the second one, kinship values among the samples were measured using the Maximum Likelihood Estimation method.

### Differential Analysis

To eliminate low-expressed genes, we filtered out all genes whose raw expression was not ≥1 count in all samples, excluding 5,220 genes out of the 23,545 protein-coding genes annotated in the *N. furzeri* genome. 

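The count table holds 26739 genes, 22655 of them with a count in at least 1 of the 8 libraries of wild and captive fish. With at least 1 count required in each of these 8 libraries, 19517 genes were tested and 7222 were not. The number of genes detected per library was 21092 to 21276 in wild fish and 21060 to 21268 in captive fish. The table covers other genes and other samples than the filter described in the text, so the numbers removed cannot be set side by side. Gene symbols were taken from the supplementary tables, which name 7368 of the genes, 7344 of the tested ones and 4838 of the differing ones.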

Differentially expressed transcripts in wild animals were obtained with the DESeq2() package (Love et al. 2014). To compare wild and captive animals, we used the MACAU software (Sun et al. 2017) to correct genetic relatedness among captive animals. MACAU models one gene at a time and assumes that the reads are distributed according to a Poisson distribution. If *N_i_* is the total number of reads in a sample and *λ_i_*is the fraction of *N_i_* mapping to the gene of interest, the distribution of reads is defined by:

$$y_{i}=Po_{i}(N_{i}\lambda_{i})$$

MACAU further assumes that *λ_i_* can be modeled as follows:

$$\log(\lambda_{i})=w_{i}\alpha +x_{i}\beta +g_{i}+e_{i}\;$$

where *w_i_ α i*s the linear combination of covariates, *x_i_* is the predictor variable (age or wild/captive in our case), and *β* is its weight. The last two terms model the contribution of genetic relatedness and the error term.

MACAU further assumes that both terms are defined by a multivariate normal distribution, in the case of *g*; this contribution is defined by the covariance matrix *K* (i.e., a normalized IBD matrix) and the heritability of gene expression *h* that we set to 0.4.

$$\begin{array}{c} \bar{g}=(g_{1},\ldots ,g_{n})∼MVN(0,\sigma^{2}h^{2}K)\\ e=(e_{1},\ldots ,e_{n})∼MVN(0,\sigma^{2}{\left(1-h\right)}^{2}I_{n\times n}) \end{array}$$

where *I_n × n_*is the identity matrix of dimension *n*.

We have used the MACAU analysis twice. In the first analysis, we set age as covariate and condition as a predictor variable to identify genes differentially expressed in wild animals. In the second analysis, we analyzed the effects of age as a predictor variable on the two conditions separately and then plotted, for each DEG, *β*_wild_ versus *β*_captive_.

### Enrichment Analysis

Gene ontology was performed for each tissue with the WebGestalt online tool using GO process; enriched categories for each quadrant were filtered for FDR < 0.05.

Generally Applicable Gene-set/pathway enrichment (GAGE) was performed using the gage() package; enriched categories were filtered for *q*-value < 0.05 and used for visualization with the Revigo software. Entrez IDs were used as identifiers for the analysis, from the human orthologues gene symbols: these were obtained with the biomart() package.

### Principal Component Analysis

Visualization of the data (for both transcriptome) was performed with PCA: DEGs for different feature selection were obtained and selected for the analysis. Principal components of the samples were obtained through the prcomp() function and then plotted, after computing centroids as means of the replicates for each group of samples.

### Aging Biomarkers Isolation

Aging biomarkers were computed as genes with linear expression trajectories during time: sequential pairwise comparisons across time points were obtained with the DESeq2() package (Love et al. 2014) and used to filter genes with fold-changes >0 (for positive biomarkers) or <0 (for negative biomarkers) in all comparisons. The *P*-values of all pairwise comparisons were then combined using meta-analysis, and the final *P*-value was adjusted to FDR using the p.adjust() function. Significant biomarkers were isolated for FDR < 0.05. To plot the expression trajectories over time in captive and wild animals, count data were cleaned for technical covariates (specifically for RIN coefficient) using the cleaningY() function from the Jaffelab GitHub repository (Collado-Torres et al. 2017), then were converted to z-score (centering each value on the mean and scaling on the standard deviation), and finally used to plot trajectories using the ggplot2 package (Wickham 2016).

### Experimental Validation

Experimental validation was done by RT-qPCR from wild and captive RNA, using the primers listed in supplementary table S11, Supplementary Material online. In brief, 500 ng per sample was reverse transcribed with SuperScript IV Reverse Transcriptase (Invitrogen). Quantification was performed by use of Quantinova SYBR Green (Qiagen) with CFX384 real-time PCR system (Biorad). For the validation of condition-dependent genes, we used a total of 16 samples (8 wild at 39 phd and 8 captive at 5 wph), using TATA Binding Proteinn (TBP) for normalization. For the validation of age-dependent genes, we used a total of 16 samples, comprising 8 wild (4 at 39 dph, and 4 at 108 dph), and 8 captive fish (4 at 5 wph and 4 at 12 wph). For the visualization, we used each point, which represents a replicate, whereas the middle segment represents the median of the distribution. A *T*-test was used for statistics.

## Supplementary Material

msac219_Supplementary_Data

## Data Deposition

Data from this study were deposited in gene expression omnibus, accession numbers GSE183037, GSE183039 and GSE52462.

***Conflict* *of interest statement***. The authors declare no competing financial interests.

# Supplementary material for: RNAseq Analysis of Brain Aging in Wild Specimens of Short-Lived Turquoise Killifish: Commonalities and Differences With Aging Under Laboratory Conditions
**Source:** Mol Biol Evol. 2022 Nov 1;39(11):msac219. doi: 10.1093/molbev/msac219
**Supplement:** msac219_Supplementary_Data

Fig. S1

Wild fish pop. A41

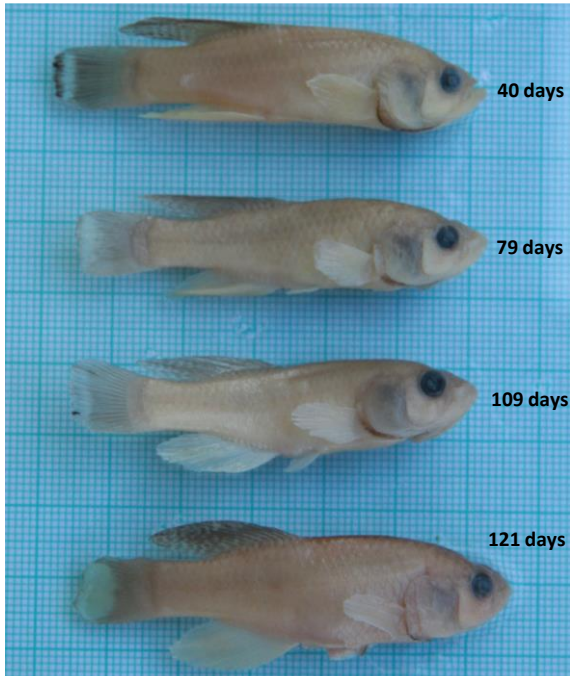

Captive fish, strain MZM04010

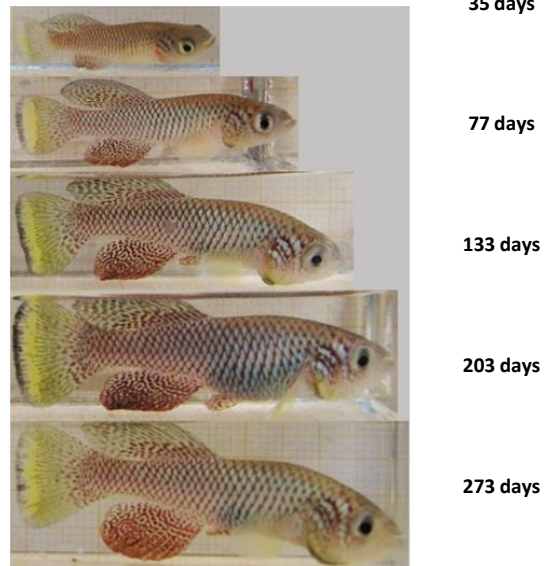

Representative series of wild and captive males with the corresponding ages. Note the lack of somatic growth for wild fish during the illustrated period

How the deposited data were processed for this re-analysis (not part of the article)

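RNAseq of whole brains from 4 wild (population A41, 39 days old) and 4 captive (strain MZM-0410, about 5 weeks old) male *N. furzeri* was analysed from the count table of the authors. The authors converted the reads with bcl2fastq 2.20.0.422, mapped them with TopHat2 2.1.0 to the hard-masked genome and counted reads per gene on the reverse strand with featureCounts 1.6.5. The table gives whole counts, RPM and RPKM. The RPM values equal the counts divided by the column totals to within 5.5e-12, and transcript lengths were derived from RPM and RPKM. No pair of libraries was identical, and the chi-square per gene between replicates was 7.77 to 17.1, which is more spread than counting error alone gives. Total counts per library were 11814586 to 14541119, and the common biological coefficient of variation was 0.16. Gene coordinates are not given, since the reference at hand uses other gene identifiers.

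All analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3 with matplotlib. Genes with at least 1 count in each of the 8 libraries were kept, counts were scaled by TMM, and wild and captive fish were compared with edgeR's quasi-likelihood F-test at an adjusted p under 0.05 (Benjamini-Hochberg). Single values per fish were compared with exact two-sided permutation tests, whose smallest p is 0.0286. Principal components were computed from log2 CPM with a prior count of 2. The fish carry no numbers that pair a wild with a captive fish, so no block was used.

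The test, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined, but after the paper and its tables, with the values they hold, had been read. The 39 lists, 28 of pathways and 11 of cell types, were written from general knowledge. The pathway lists are complex I, complexes II to V, mitochondrial and cytosolic ribosomal proteins, ribosome biogenesis, spliceosome, proteasome, DNA replication, mitosis, DNA repair, glutamate receptors, GABA and glycine synapse, vesicle release, sodium and potassium channels, calcium, axon guidance, synaptic adhesion, heat shock proteins, oxidative stress and iron, unfolded protein response, glycolysis and hypoxia, circadian clock, immediate early genes, glucocorticoid response, interferon and innate immunity, cholesterol and fatty acid synthesis, lysosome and autophagy, and mTORC1 and insulin signalling. The cell types are microglia, oligodendrocytes, radial glia and astrocytes, newborn neurons, mature neurons, endothelium, erythrocytes, lymphocytes, pituitary and hypothalamic hormones, eye and pineal, and skeletal muscle. Symbols come from the supplementary tables, and all copies of a gene count as members. Lists with at least 5 tested members (37 of the 39) were compared with the other named genes by camera with the preset correlation of 0.01, and p-values were adjusted over the lists.

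Named genes are those the paper names for this comparison, the 10 named genes with the largest rise and the 10 with the largest fall (adjusted p under 0.05, mean of at least 100 counts, groups not overlapping), and for each list the called members with the smallest p in each direction and the member with the highest count. From the list members the text gives examples in order of p. Genes the paper names for other comparisons appear in the closing part.

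The alternatives were DESeq2, size factors by RLE or the upper quartile, no count filter or filterByExpr, the RNA integrity number as a covariate, counts thinned to the smallest library, a test against a 1.5-fold change, removal of the trend on transcript length by a lowess offset, limma-trend on log2(RPM + 0.5) with RPM recomputed from the counts, and leaving out each library in turn. For lists, an estimated correlation and all tested genes as background were used as well, and for PC1 other gene sets and scaling. Further settings of DESeq2 and a background without genes named through Table S6 alone were added after seeing the data. The pipeline was tested on simulated data of the same depth with 19231 genes tested. It recovered 44.0% of genes changed by 1.5-fold, 61.2% at 2-fold, 95.7% at 4-fold and 95.9% at 8-fold, 10 of its 154 calls were false, and nothing was called when no gene was changed. Far fewer genes differed in the simulation than in the real data (154 calls against 8115), which makes the adjusted threshold stricter there. The share of small changes missed in the real data can therefore not be read from it. The genes that differed in the real data had a median absolute log2 fold change of 0.52. The larger data set behind MACAU, genotypes and RT-qPCR were not used here.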

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

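The tests on genes more than 8-fold lower in wild fish, on handling of the fish, on RNA integrity and on the share of neurons were chosen after the result was seen.

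Among genes with a mean of at least 100 counts, 119 were more than 8-fold lower in wild brains and 5 more than 8-fold higher, a set the paper does not describe; the groups did not overlap in 115 of the 119. Removing the length trend could not test transcript length as the cause, since the members were chosen for a fall of more than 8-fold. The trend is small beside such a fall. Over all genes tested, the median log2 fold change was 0.16 among the shortest and -0.26 among the longest genes. The median of the members was -3.67 both with the trend kept and with it removed, so this trend makes up little of their fall. Reads counted at another gene of the same name are argued against for the 25 members that have one as a group: in the median, the level of the other genes changed by -0.56 of the loss, where a gain was needed, although the other gene gained 0.40 of the loss for *WDFY3*, 0.10 for *NCEH1* and 0.05 for *SCN7A*, so that a part of the loss stays open for these. For the other 94 no value decides this, since a copy without a name cannot be found, and sequence differences of the wild population from the reference, which may keep reads from mapping, stay open for all 119 because counts hold no reads. A difference in expression between the populations stays open too and was not tested apart from these.

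Immediate early genes, which the paper does not discuss, were higher in wild brains: 23 of 29 rose and none fell (23 and 0 when adjusted over the list alone), with a median log2 fold change of 1.07 and an adjusted p = 9.4e-09 in camera (adjusted p = 0.29 with an estimated correlation). The median was 1.02 after the length trend was removed, so this trend makes up little of the rise. The trend is small beside a rise of this size, so its removal could hardly have ended the call and is no strict test of length. A single library as the cause is argued against, since the highest adjusted p from camera over the 8 fits without one library was 2.3e-08. Netting and dissection at the pond may raise these genes within minutes, and since every wild fish was collected that way and no captive fish was, handling and condition cannot be told apart by the value of 1.07. The other conditions of life in the wild stay open and were not tested.

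The 11 lists higher in wild fish hold mostly short genes (9 have a median length under that of all genes tested) and the 8 lists lower in wild fish hold long ones, and over all genes tested the median log2 fold change was 0.16 in the shortest 10% and -0.26 in the longest 10%. Length as the whole cause is argued against, since 10 of the 11 higher lists and all 8 lower lists kept their call with the length trend removed. A lower share of neurons in wild brains would raise markers of the other brain cells alike. Their medians were -0.42 (SE 0.14) for oligodendrocytes, -0.01 (SE 0.27) for radial glia and astrocytes and 0.12 (SE 0.27) for endothelium, so no rise beyond the SE was seen. The lowest and the highest were 0.54 apart (SE 0.31), which is under 2 SE. The list of mature neurons had a median of -0.28 and did not pass camera (adjusted p = 0.10). These values do not decide on the share of neurons, which stays open. RNA integrity may contribute and cannot be told apart from condition, because the numbers of the groups do not overlap; with it as a covariate 46 genes differed. Of 35 splits of the libraries into 4 and 4, 14, the real one included, called at least as many lists as the real one (19 lists, against 23 in the highest other). Chance could therefore not be excluded for the number of lists. Every other split mixes wild and captive fish, and an uneven mix keeps part of their difference, so these splits do not show what chance alone gives. The origin of the fish stays open.

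The heat shock list (median log2 fold change 0.23), which the paper infers to respond in the wild from work on other killifish without giving a measurement, the proteasome list (0.29), and the lists of oxidative stress and iron handling (0.28) and of mTORC1 and insulin signalling (-0.35), of which the paper names single genes (*FTL* and *LAMTOR1*) for wild against captive fish, passed camera. Each of these calls was lost with a correlation estimated per list (adjusted p = 0.41 with an estimated correlation for all 4), and also with the names known only from Table S6 left out.

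In 284 groups of 4 libraries (134 genes and 8 measures of the libraries), 15 had 1 fish far from the other 3, and chance gives about 1 in 20; over all genes covered by the naming rule it was 36 of 546 groups. In wild fish, *SIMC1* was at 119 CPM in fish 5m (others 48.6 to 55.0), *CENPF* at 6.44 in fish 11m (others 9.76 to 10.2), *RYR3* at 11.2 in fish 11m (others 12.5 to 12.7), *FKBP5* at 72.0 in fish 11m (others 17.6 to 23.8), *VIM* at 155 in fish 3m (others 106 to 108) and *GNB1* (Nfu_g_1_001901) at 166 in fish 3m (others 188 to 192.01). In 1 captive fish *GRIN2C* was at 131 CPM (others 155 to 159), *CBLN1* at 150 (others 115 to 120.4), *HSPA12A* (Nfu_g_1_006971) at 211 (others 149.9 to 159) and *BHLHE40* at 279 (others 251 to 255), all in the same fish. In another captive fish *RNF8* was at 24.6 (others 27.2 to 27.6) and *SOX4* (Nfu_g_1_001775) at 45.0 (others 40.7 to 40.98), in a further one *NLGN2* was at 74.8 (others 83.2 to 83.8), and in the last one *JUND* was at 54.5 (others 46.2 to 47.2). The RNA integrity number of that last fish was 9.8 and that of the other 3 captive fish 9.7, a difference of the last digit given.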

How the results depend on the processing

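The DESeq2 settings other than the default on the filtered genes, and the background without genes named through Table S6 alone, were chosen after the result was seen. The number of differing genes was 7449 to 8834 under every alternative that used all 8 libraries except 2: with the RNA integrity number as a covariate it was 46, a number correlated with condition, and in a test against a 1.5-fold change, which asks for more, it was 1555. Without one library it was 6818 (without 1 of the captive fish) to 7809. The share of differing genes that were higher in wild fish, 47.6% as reported, was 45.7% with DESeq2, 45.9% with RLE, 57.1% with upper quartile scaling, 46.1% without a count filter, 44.1% with filterByExpr, 48.9% with the length trend removed, 52.3% with limma-trend, 13.04% with RNA integrity, 10.2% against a 1.5-fold change and 43.0% to 47.2% without one library; in the added DESeq2 settings it was 45.7%, 45.0% or 45.1%. The cause of these shifts was not tested. Of the Table S6 genes, 97.5% kept the sign of their quadrant with the length trend removed, and all kept it under DESeq2, RLE, upper quartile scaling and without any one library. With a correlation estimated per list, 0 lists passed, 0 higher and 0 lower, against 11 and 8 with the preset one. With RNA integrity as a covariate 5 lists were lower in place of 8, and with the background restricted to genes named by tables of age effects 2 were higher and 6 lower, 8 in all, where fewer genes were tested. The other list alternatives called 10 to 14 higher and 8 or 9 lower. Of the genes covered by the naming rule, 256 passed as reported, 5 with RNA integrity, 90 against a 1.5-fold change, 246 to 250 without one library and 239 or more under the others. Some of these genes turned direction. Under RNA integrity the log2 fold change became 0.045 for *HNRNPK* (Nfu_g_1_006604), 0.10 for *LIG3*, 0.011 for *IQSEC1* (Nfu_g_1_001987), 0.027 for *CLSTN1*, -0.37 for *CIITA*, -0.048 for *ITGB2*, -0.18 for *VIM*, 0.37 for *SOX4* and 0.19 for *GNB1*, none of them past the test. With the length trend removed it became 0.0049 for *PRKDC*, 0.015 for *ATM*, 0.16 for *ATP2B3* and 0.19 for *ELAVL3*, the last with an adjusted p = 0.022. Why they turned was not tested. PC1 separated the groups under every alternative, with 46.7% to 84.2% of the variance. In the simulated data, changes of 1.5-fold and 2-fold were the ones most often missed. Far fewer genes differed there than here, so the share missed in the real data cannot be read from it.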

Differences from the paper's values

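The settings of DESeq2 other than its default on the filtered genes were chosen after the values were seen. The number of genes that differ between wild and captive fish equals the paper's 8115, but from another tool: the paper names DESeq2, and 8115 here comes from edgeR. DESeq2 with its default settings, on genes with at least 1 count in every library, gave 8005, of which 7740 also differed in edgeR. In all, 6 settings of DESeq2 were run, 5 of them chosen after seeing the values. With independent filtering set for 0.05 and all genes with any count, or all genes of the table, DESeq2 gave 8115, of which 7693 also differed in edgeR, and with the default filtering on the same genes it gave 8075. The equal numbers are equal counts and not the same genes, and the paper's own list of called genes was not compared. Of the alternatives set before the data were examined, 16 stayed within 1.5 times the paper's number, and the RNA integrity covariate (46) and the test against a 1.5-fold change (1555) did not.

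The paper places *FTL* among the top differing genes, and here it took rank 2785 by p-value, while *CSMD3* took rank 46; the paper does not say on which samples its top genes were ranked, and the ranks here come from 8 males alone. In Fig. 3E, read by eye, the median of *CSMD3* in RT-qPCR is higher in wild fish without passing the test, and here the gene was lower in every wild fish (log2 fold change -3.28); *FTL* is higher in wild fish in both. The RT-qPCR used samples of both sexes, 8 wild and 8 captive, and the values here come from 4 wild and 4 captive males, so the groups are not the same. The paper describes mitosis as enriched among genes higher in wild fish from gene sets of another test, and the mitosis list used here did not pass (adjusted p = 0.054). It passed with RLE (adjusted p = 0.049), with filterByExpr (0.043), with all tested genes as background (0.039), with RNA integrity as a covariate (0.00057), and without wild fish 3m (0.042), wild fish 11m (0.022) or either of 2 captive fish (0.033 and 0.038).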

Other observations

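No test of an explanation in this part was chosen after the result was seen. Genes of protein turnover and of cell signalling also differed between wild and captive brains. Of 27 proteasome genes 22 rose and 1 fell (22 and 1 when adjusted over the list alone; adjusted p = 0.00031, adjusted p = 0.41 with an estimated correlation), with *ADRM1* at 0.63 (SE 0.06), *PSMC6* at 0.47 (SE 0.06) and *PSME4* at -0.47 (SE 0.07). Of 31 genes of oxidative stress and iron handling 16 rose and 4 fell (17 and 4 when adjusted over the list alone; adjusted p = 0.026, adjusted p = 0.41 with an estimated correlation, 0.053 with the length trend removed, 0.41 with RNA integrity as a covariate), with *PRDX3* at 0.47 (SE 0.07), *SOD1* at 0.38 (SE 0.06) and *TKT* at -0.88 (SE 0.12). Of 48 genes of mTORC1 and insulin signalling 25 fell and 8 rose (26 and 9 when adjusted over the list alone; adjusted p = 0.023, adjusted p = 0.41 with an estimated correlation), with *FOXO3* at -1.38 (SE 0.12), *FOXO1* at -1.79 (SE 0.16) and *DEPDC5* at 0.59 (SE 0.09). Beside *NPAS4* and *JUNB*, the immediate early genes *JUND*, with 1 captive fish above the other 3, and *DUSP5* were at 1.07 (SE 0.10) and 1.13 (SE 0.11). Many of the names come from Table S6, which is not independent of these libraries; with the names known only from it left out, a choice made after seeing the data, the proteasome, oxidative stress and mTORC1 lists did not pass (adjusted p = 0.14, 0.27 and 0.11).

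Of the 15 genes of the glucocorticoid response and stress axis, 6 rose and 6 fell (7 and 7 when adjusted over the list alone; median log2 fold change 0.03, whereas camera pointed down, adjusted p = 0.73, adjusted p = 0.89 with an estimated correlation). The glucocorticoid receptor gene *NR3C1* was at 10.4 ± 0.77 CPM in wild and 28.5 ± 2.56 CPM in captive fish. *FKBP5* was at 32.8 ± 26.3 (1 wild fish at 72.0, the other 3 at 17.6 to 23.8) against 265 ± 68.0 CPM, and *ZBTB16* at 1.17 ± 0.27 against 11.4 ± 2.34 CPM. Both were more than 8-fold lower, and counts cannot show whether reads of wild fish fail to map to them. *PER1*, *AVP* and *ERRFI1* rose by 0.77 (SE 0.08), 0.94 (SE 0.17) and 0.40 (SE 0.07), and *SGK1*, the member with the highest count, by 0.24 (SE 0.06). In the circadian clock list 10 genes rose and 12 fell of 28 (10 and 13 when adjusted over the list alone; adjusted p = 0.62, adjusted p = 0.87 with an estimated correlation), with *CIART* at 0.90 (SE 0.09), *BHLHE40* (1 captive fish above the other 3) at 0.58 (SE 0.06), *CLOCK* at -1.61 (SE 0.10) and *ARNTL2* at -1.11 (SE 0.09). None of the following lists passed camera, and their adjusted p with an estimated correlation was 0.41 or more: unfolded protein response, 10 higher and 6 lower of 25 (10 and 6 when adjusted over the list alone; median -0.01, whereas camera pointed up, adjusted p = 0.28); glycolysis and hypoxia, 14 and 10 of 33 (15 and 10 over the list alone; 0.43); interferon and innate immunity, 3 and 0 of 13 (1 and 0 over the list alone; 0.55), of which *CD74* and *CIITA* lost their call in most of the fits without one library; cholesterol and fatty acid synthesis, 6 and 12 of 36 (6 and 13 over the list alone; 0.54); lysosome and autophagy, 26 and 12 of 63 (29 and 12 over the list alone; 0.10). In the last, *ATP6V1D* was at 0.52 (SE 0.05) and *ATG2B* at -0.75 (SE 0.07).

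No list of cell type markers passed with the settings reported, but 3 of them did under alternatives: newborn neurons with RNA integrity as a covariate (adjusted p = 0.0022), with all tested genes as background (0.036) and without wild fish 3m (0.0497), wild fish 11m (0.030) or 1 captive fish (0.033); mature neurons with all tested genes as background (0.015); and hormones with RNA integrity (0.0040), all tested genes as background (0.040) or without the same captive fish (0.045). Of 16 oligodendrocyte genes 2 were higher and 7 lower (adjusted p = 0.26), with *MAG* at -1.07 (SE 0.10) and *ENPP2* at -0.84 (SE 0.08). Of 19 radial glia and astrocyte genes 6 were higher and 7 lower (0.83), with *S100B* at 0.83 (SE 0.14) and *SLC1A2* at -2.24 (SE 0.12). Of 21 genes of newborn neurons 10 were higher and 2 lower (0.059), with *MARCKSL1* at 0.36 (SE 0.05) and *HMGB2* at 0.31 (SE 0.06). Of 24 genes of mature neurons 6 were higher and 10 lower (0.10). The other lists gave 5 higher and 4 lower of 15 for endothelium (0.57), 2 and 7 of 16 for erythrocytes (0.26), 1 and 4 of 9 for eye and pineal (0.47), and 4 and 4 of 13 for skeletal muscle (median -0.26, whereas camera pointed up, 0.83). Of 5 hormone genes 3 were higher (0.089), *NPY* by 1.11 (SE 0.15), *SST* by 0.71 (SE 0.11) and *AVP* as given above, while *GH1* varied from fish to fish (1243 ± 1541 CPM in wild, 395 ± 458 CPM in captive fish, adjusted p = 0.56). Microglia (2 of 3 higher) and lymphocytes (1 of 1 higher) had too few genes for camera. The gene of the lymphocyte list, *CSF3R*, lost its call with RLE (adjusted p = 0.054) and without a count filter (0.053). It also lost the call in most of the fits without one library. For all of these cell type lists the counts were the same when adjusted over the list alone.

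Of the genes the paper names for other comparisons, *ANLN* was at 0.57 (SE 0.13, adjusted p = 0.0063) and *SYBU* at -0.45 (SE 0.13, adjusted p = 0.018). *DNA2* (-0.13), *XRCC2* (0.08), *PRIM1* (0.34, adjusted p = 0.067), *KIF11* (0.01) and *CYP19A1* (-0.01) did not pass the test, and *GDF6* and *TBP* could not be assigned to a gene of the count table. Of the 35 splits of the libraries into 4 and 4, only 1, the real one of wild against captive fish, called as many as 8115 genes. The highest other split called 6. This is the smallest share that 35 splits can give, so chance is argued against for that number but not excluded. Every other split mixes wild and captive fish, so their difference adds to the spread within its groups. Storage and RNA integrity go with the real split and cannot be told apart from condition by it.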
